# The Lhx1-Ldb1 complex interacts with Furry to regulate microRNA expression during pronephric kidney development

**DOI:** 10.1038/s41598-018-34038-x

**Published:** 2018-10-30

**Authors:** Eugenel B. Espiritu, Amanda E. Crunk, Abha Bais, Daniel Hochbaum, Ailen S. Cervino, Yu Leng Phua, Michael B. Butterworth, Toshiyasu Goto, Jacqueline Ho, Neil A. Hukriede, M. Cecilia Cirio

## Abstract

The molecular events driving specification of the kidney have been well characterized. However, how the initial kidney field size is established, patterned, and proportioned is not well characterized. Lhx1 is a transcription factor expressed in pronephric progenitors and is required for specification of the kidney, but few Lhx1 interacting proteins or downstream targets have been identified. By tandem-affinity purification, we isolated FRY like transcriptional coactivator (Fryl), one of two paralogous genes, *fryl* and *furry* (*fry)*, have been described in vertebrates. Both proteins were found to interact with the Ldb1-Lhx1 complex, but our studies focused on Lhx1/Fry functional roles, as they are expressed in overlapping domains. We found that *Xenopus* embryos depleted of *fry* exhibit loss of pronephric mesoderm, phenocopying the Lhx1*-*depleted animals. In addition, we demonstrated a synergism between Fry and Lhx1, identified candidate microRNAs regulated by the pair, and confirmed these microRNA clusters influence specification of the kidney. Therefore, our data shows that a constitutively-active Ldb1-Lhx1 complex interacts with a broadly expressed microRNA repressor, Fry, to establish the kidney field.

## Introduction

In the vertebrate kidney, the specification of the renal progenitor cell field is required for generating the appropriate number of nephrons, as reduction of the number of renal progenitors results in reduced nephron endowment^1^. Numerous signaling pathways are known to control nephron endowment^2–6^, but how these pathways drive formation of the initial progenitor field is largely unknown. Renal progenitor cells originate from the intermediate mesoderm (IM) and one of the earliest genes expressed throughout the IM is the LIM homeodomain transcription factor, Lhx1^7–11^. Lhx1 plays multiple roles during embryogenesis, including kidney development and establishment of the body axis^7,8,11–15^. During kidney organogenesis, depletion of Lhx1 in *Xenopus* results in loss of the entire pronephric kidney and, in mammals, leads to a complete lack of metanephric kidney^8,11,14,16,17^. Additionally, during zebrafish mesonephric kidney regeneration, *lhx1* becomes reactivated within the self-renewing adult renal progenitor cells that drive neo-nephrogenesis^18^.

Lhx1 regulates the expression of target genes through the formation of multi-protein transcriptional complex^12^. In *Xenopus*, Lhx1 is initially expressed in the organizer, which coordinates anterior-posterior axis formation^15^, and forms a conserved multi-protein complex^12,19–22^. Structurally, Lhx1 contains two LIM domains at the N-terminus, a central homeodomain and five C-terminal conserved regions (CCRs)^12,23^. The LIM domains are zinc-finger motifs that mediate protein-protein interactions, and are thought to repress Lhx1 activity until forming a tetrameric complex with LIM domain-binding (Ldb) proteins^15,24^. Proteins that bind to the Ldb1-Lhx1 complex (i.e. Ssdp1, Otx2, Foxa2), facilitate multiple developmental outcomes^12,22,25–27^. However, none of the interacting partners characterized thus far have been described to play a role during kidney organogenesis.

To identify Lhx1 binding proteins, we performed tandem-affinity purification (TAP) in a *Xenopus* kidney cell line. Among the interacting proteins that bound to a constitutively active Ldb1/Lhx1 chimera was Fryl (FRY like transcriptional co-activator). Two paralogues are found in vertebrates termed *fry* (FRY microtubule binding protein) and *fryl* while *Drosophila*, *Caenorhabditis elegans, Arabidopsis, Saccharomyces* only have *fry*. *Fry* and *fryl* genes are co-expressed in various mouse adult tissues including the spinal cord, brain, and kidney^28^. Fry plays important roles in numerous cellular processes, including cytoskeletal maintenance, cell polarization, cell division, neurite growth and morphogenesis; Fry also acts as activator and scaffold protein of NDR family Ser/Thr kinases^29–34^. However, Fry appears to have NDR independent functions as well, one of them regulating microRNA (miRNA) expression in *Xenopus* axis formation^35^. Less is known about Fryl protein, reported as a transcriptional regulator^36^ and a NOCTH1 transcriptional co-activator^37^. Mice with *fryl* deficiency die soon after birth and survivors present defective metanephric kidney development^28^.

Structurally, Fry and Fryl proteins have a furry domain (FD) that consists of HEAT/Armadillo repeats, and in vertebrates only, contain two leucine-zipper motifs and a coiled-coil structure in the C-terminal region with five less conserved regions in between them^31,35^. The FD and LZ/coiled-coil (LZ) domains are highly conserved among vertebrates and mediate many cellular functions, including repressing miRNA expression^35^.

During tissue patterning and organogenesis, miRNAs control cell fate programs that help define and shape tissue boundaries^38–40^. miRNAs are important regulators of kidney development^5,6,41,42^. In the *Xenopus* pronephros, loss of miRNA biogenesis causes defects in nephron patterning, delayed tubule terminal differentiation, and reduced nephron size^40,43,44^. While there is growing evidence for the role of miRNAs during kidney morphogenesis, little is known about the role of miRNAs in specification of the kidney anlage.

Here, we show that Ldb1-Lhx1 and the functional domains of Fry (FD-LZ) form a protein complex. We demonstrate that embryos depleted of Fry show a loss of the kidney primordium, resembling the phenotype seen in Lhx1-depleted larvae, and identify mature miRNAs with altered levels upon depletion of *lhx1* and *fry*. We also show that Lhx1 and Fry act synergistically to drive specification of the pronephric field as well as to regulate the levels of miRNAs. Lastly, we demonstrate that two of the miRNA clusters affected by the absence of Lhx1/Fry have antagonistic effects on kidney development.

## Results

### Lhx1 interacts with Fryl and functional domains of Fry protein

To identify proteins associated with the Ldb1-Lhx1 complex, we purified proteins that interact with a constitutively-active form of Lhx1 (LL-CA)^11,45^ (Fig. 1a). We transiently expressed TAP-LL-CA in renal A6 epithelial kidney cells, which endogenously express *lhx1*^46,47^. Following TAP purification, the samples were analyzed by nano-liquid chromatography coupled with tandem mass spectrometry (nanoLC-MS/MS). A complete list of interacting proteins has been uploaded to the ProteomeXchange Consortium. Using a unique peptide cutoff of two or more, we identified 403 proteins that interacted with the TAP-LL-CA sample. As validation of our TAP purification assay, 13 proteins previously shown to interact with Ldb1-Lhx1 were identified^26^. These are shown in Table 1, along with other interactors that have similar expression patterns to *lhx1* or known roles in the kidney. One protein of interest was Fryl since it is known to interact with Fry in a protein complex^48^, and Fry is known to play a role embryonic axis development, similar to Lhx1^13,35^. We first confirmed the TAP data, by demonstrating myc-LL-CA and endogenous FRYL interact by co-immunoprecipitation in HEK-293T cells (Supplementary Fig. S1).

**Figure 1:**
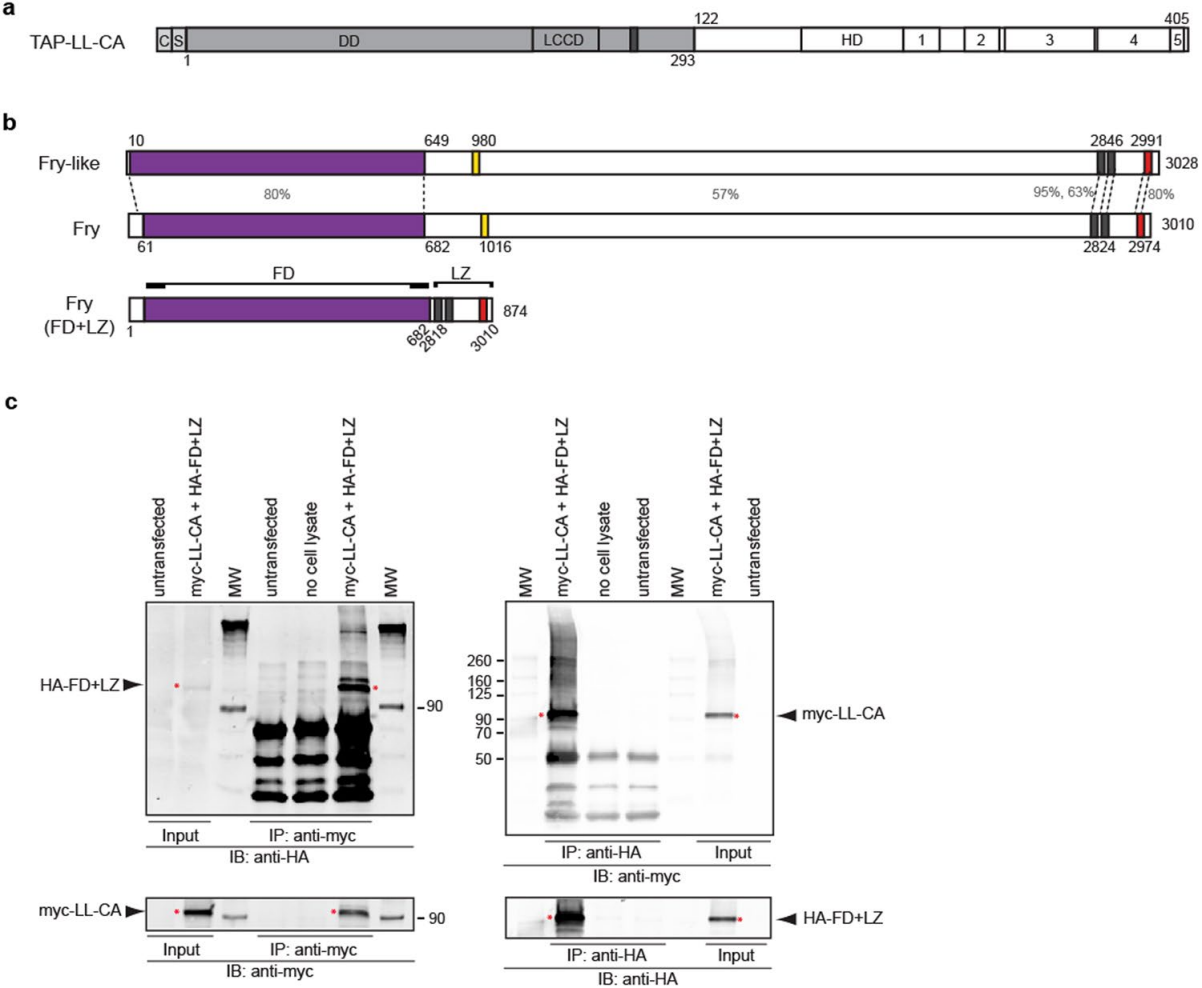
The functional domains of Fry directly interact with constitutive active Ldb1-Lhx1. (**a**) TAP-LL-CA protein contains a calmodulin binding peptide c, a streptavidin binding peptide s, dimerization domain (DD) of Ldb1 protein, Ldb1-Chip conservative domain (LCCD), nuclear localization signal (dark gray bar), Lhx1 homeodomain (HD), and Lhx1 C-terminal conserved regions (1–5). (**b**) Full-length *Xenopus* Fryl and Fry proteins. Furry domain (FD, purple bar), two leucine-zipper motifs (gray bars) and a coiled-coil structure (red bar). The percentage of sequence similarity between different regions of these proteins is indicated. The FD + LZ domain fusion version of Fry contains the N-terminal FD domain and C-terminal domains (LZ). The aminoacid numbers of the original protein are indicated. (**c**) Western blot analysis of immunoprecipitated complexes of transfected HEK-293T cells. Cells were co-transfected with myc-LL-CA and HA-FD + LZ, immunoprecipitated (IP) and blotted (IB) as indicated. IP of untransfected cells and without cell lysate were used as controls for the assay. The red asterisks indicate the bands of interest.

**Table 1:** Selected proteins identified by TAP purification of TAP-LL-CA followed by nanoLC/MS/MS.

Identified Proteins	Accession Number	Number of unique peptides TAP-LL-CA
LIM-domain-binding protein 1b	BAE95405.2	11
LIM/homeobox protein Lhx1	NP_001084128.1	2
single-stranded DNA binding protein 2 S homeolog	NP_001080347.1	4
annexin A2 S homeolog	P27006	27
LIM domain and actin binding 1 L homeolog	NP_001088398	19
ARP3 actin-related protein 3 homolog	AAH64225	12
eukaryotic translation elongation factor 2 L homeolog	NP_001080656	9
serine/threonine-protein phosphatase PP1-beta catalitic subunit	NP_001085426	6
similar to t-complex polypeptide 1	NP_001079566	4
Ras related S homeolog	NP_001085764	3
guanine nucleotide-binding protein subunit beta-1 S homeolog	NP_001084140	9
14-3-3 zeta protein L homeolog	CAA64773	2
DNA replication licensing factor mcm5-A L homeolog	NP_001080893	2
developmentally-regulated GTP-binding protein 1 L homeolog	P43690	2
FRY like transcriptional coactivator	XP_002933492	4
kinesin family member 5B	AAI67608	2
tropomodulin 3 S homeolog	NP_001080242	2
copine I L homeolog	NP_001083652	6
catenin delta-1 L homeolog	NP_001082468	13
stomatin L homeolog	NP_001080162	5
solute carrier family 25 member 3 L homeolog	NP_001080195	2
flightless 1 S homeolog	NP_001086319	4
tyrosine-protein kinase Src-1 S homeolog	NP_001079114	3
ankyrin repeat domain 13A L hoemolog	NP_001088043	3
keratin 19 S homeolog	AAI23172	11
rac1 L homeolog	NP_001089332	13
IQ motif containing GTPase activating protein 2	NP_001082588	30
ras homolog gene family, member A L homeolog	NP_001079729	10
Rho GTPase Cdc42 L homeolog	AAG36944	12
villin like L homeolog	NP_001082488	12
kras S homeolog	NP_001081316	11
myristoylated alanine rich protein kinase C substrate S homeolog	NP_001080075	5
ras GTPase-activating-like protein IQGAP1	XP_002932312	4
Guanine nucleotide-binding protein G(s) subunit alpha S homeolog	P24799	3
ras GTPase-activating-like protein IQGAP2	XP_002934891	3
calpain 5 L homeolog	NP_001080808	3
CYcloPhilin	NP_001080260	3

List of proteins identified in *Xenopus* kidney A6 cells and previously reported as Lhx1 interactors, known to be expressed, have a function in the kidney and/or the organizer. The number of unique identified peptides are indicated for each protein. Full experimental protein list was submitted to the ProteomeXchange Consortium with the identifier PXD006926.

Since Fryl FD and LZ domains are also present in the related protein Fry (Fig. 1b) and rather than using the full-length Fry protein, which is 330 kDa in size, we utilized the FD + LZ (~100 kDa) (Fig. 1b)^35^, and test interaction between Lhx1 and Fry functional domains. We confirmed the interaction of HA-FD + LZ and myc-LL-CA by reciprocal paraformaldehyde crosslinked co-immunoprecipitation in HEK-293T cells (Fig. 1c). We performed GST pull-down assays to verify the interaction between FD + LZ and GST-LL-CA, as well as with a truncated version lacking the C-terminal domains of Lhx1 (Supplementary Fig. S2). Together, our results demonstrate Ldb1-Lhx1 can complex not only with Fryl, but also with the FD + LZ domains of Fry.

### Fry is expressed in the kidney field

To determine if either gene is expressed in similar tissues to *lhx1*, we performed *in situ* hybridization to characterize *fry* and *fryl* mRNA expression. In *Xenopus* embryos *fry* is expressed in the involuting mesoderm of early gastrula overlapping with *lhx1*, while *fryl* expression is not detected in this region (Fig. 2a,b,f,g and Supplementary Fig. S3). At the beginning of neurulation, *fry* and *fryl* are detected in the presomitic mesoderm and notochord (Fig. 2h,i and Supplementary Fig. S3) and *fry* is additionally expressed in a region of the lateral plate mesoderm (LPM) and IM where *lhx1* is also present (Fig. 2c–e,h–j). In tailbud stages, both *fry* and *fryl* are similarly expressed in the somites and notochord (Fig. 2k–m and Supplementary Fig. S3). At this time in development, *fry* is additionally expressed in the kidney anlage (Fig. 2k), and later becomes restricted to the nephrostomes, proximal and early distal tubules (Fig. 2l,m). Thus, *fry* exhibits a broader area of expression and overlaps with *lhx1* in the kidney. Because both Fry and Lhx1 have known roles in mesoderm patterning and axis development and are expressed during pronephros formation, we reasoned that this interaction might be required for kidney development.

**Figure 2:**
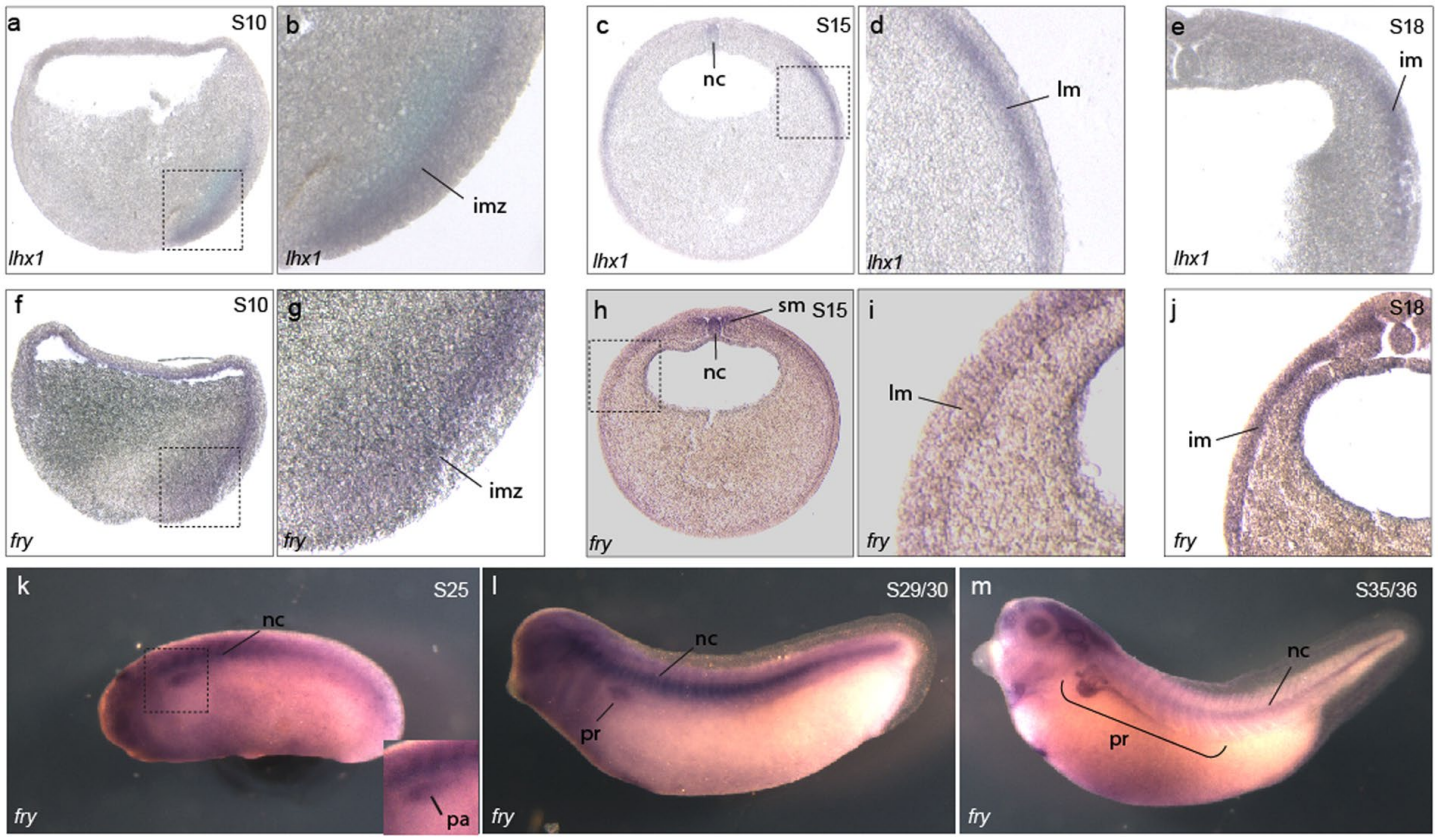
*Fry* is co-expressed with *lhx1* in the intermediate mesoderm and pronephric kidney of *Xenopus* embryos. (**a**–**m**) *Fry* and *lhx1* expression in *Xenopus* embryos. (**a**) Crossed section of a S10 embryo stained for *lhx1*. (**b**) Magnification of the region marked in a. (**c**,**d**) Transverse section of a S15 embryo with *lhx1*. (**d**) Magnification of the area marked in c. (**e**) Expression of *lhx1* in a S18 embryo. (**f**) Crossed section of a S10 embryo stained for *fry*. (**g**) Magnification of the area marked in f. (**h**,**i**) Expression of *fry* in S15 embryos. (**h**) Transverse section. (**i**) Magnification of the marked area in h. (**j**) Expression of *fry* in a S18 embryo. (**k**–**m**) Expression of *fry* in tadpole stages. Involuting marginal zone (imz), lateral mesoderm (lm), pronephric anlage (pa), intermediate mesoderm (im), notochord (nc), somitic mesoderm (sm), pronephros (pr). Representative embryos are shown.

### Fry is required for pronephros development

It has been shown by antisense oligonucleotides and transient CRISPR knockdown that depletion of *lhx1* results in a reduction in size of the pronephric kidney^11,17^. If Fry plays a role during kidney organogenesis, we would expect Fry depletion to affect the kidney formation. To test this, we depleted *Xenopus fry* transcripts using a validated translation blocking morpholino oligonucleotide (*Fry-MO*), which has been shown to reduce *Xfry-GFP* levels and could be rescued by *Xfry* or *Xfry*-enR + LZ mRNA injections^35^. We injected 8-cell embryos in one V2 blastomere (1 × V2) with *Fry-MO*, to target one of the two kidney fields and minimized the occurrence of gastrulation defects induced by depletion in dorsal blastomeres^35^. We found that *pax8* expression was reduced in *Fry-MO* injected embryos in a dosage dependent manner (Fig. 3). Based upon the range of *Fry-MO* used previously^35^, we injected 20 ng of *Fry-MO*, which resulted in ~60% of the embryos with reduced *pax8* expression and 39% with no *pax8* expression in the pronephric anlage when comparing the injected to the uninjected side of the same embryo (Fig. 3c,e). Injection of 20 ng of *Random-MO* had little or no effect on *pax8* expression (Fig. 3a,b and e). The specificity of the phenotype was verified by co-injecting *Fry-MO* and FD + LZ mRNA (not targeted by the morpholino). This resulted in a rescue of *pax8* expression in the kidney anlage (Fig. 3d,e). Additionally, we analyzed the expression of Wilms’ tumor 1 (*wt1*) in the splanchnic layer of the LPM that will form the glomus^49^. We observed reduction or absence of *wt1* expression in 95% of *Fry-MO* injected embryos (Fig. 3f–h). Lastly, to evaluate the definitive kidney, we assessed 3G8 staining of the nephrostomes and proximal tubule and *β1-NaK-ATPase* expression in the tubules and duct. For both, we observed a reduced staining in more than 80% of the *Fry-MO* injected embryos while control embryos were unaffected (Fig. 3i–k,l–n). The reduced expression of pronephric mesenchyme markers after Fry depletion demonstrates that Fry is required to specify the pronephric progenitors.

**Figure 3:**
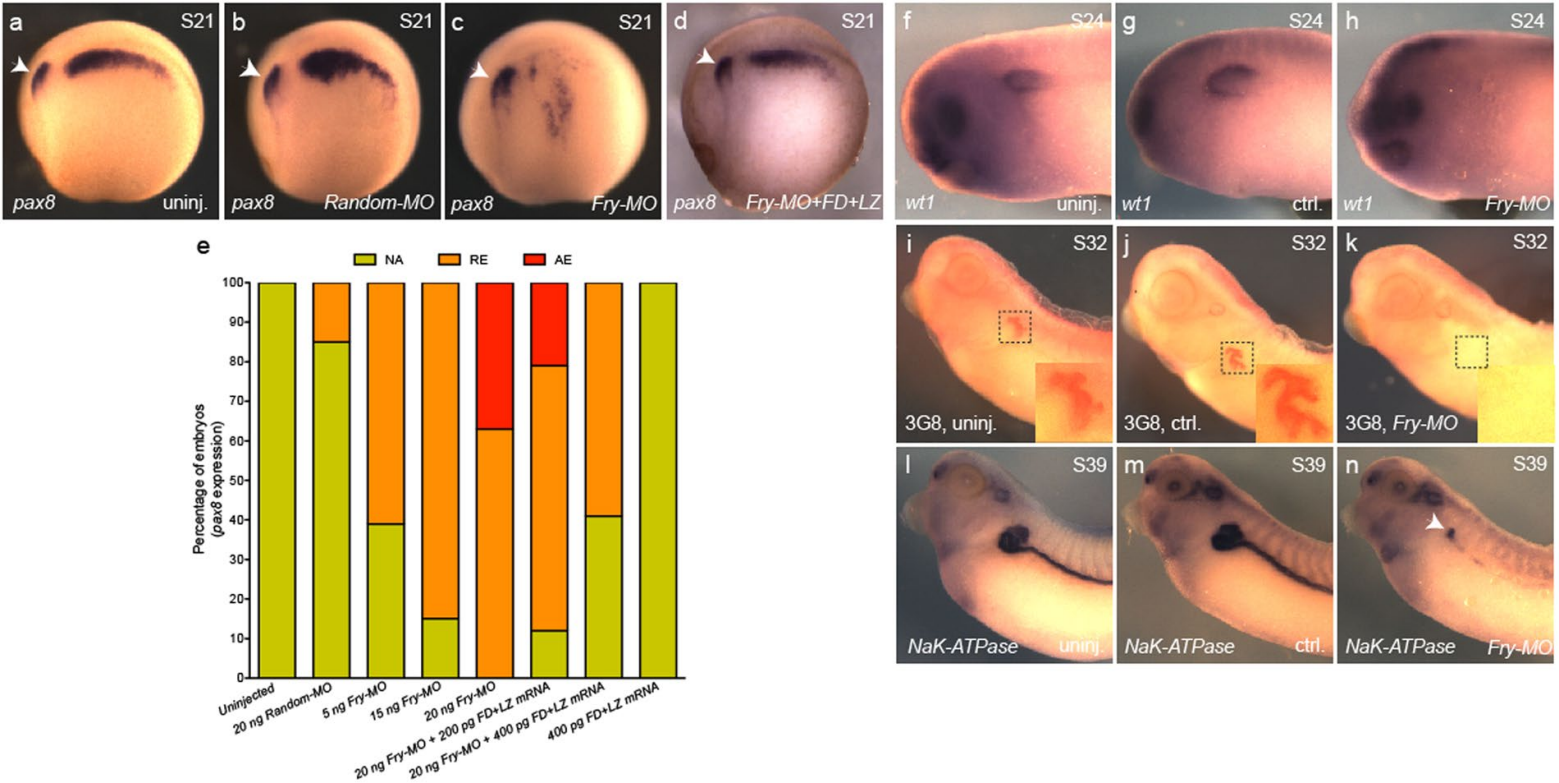
The size of the kidney field is reduced in Fry*-*depleted embryos. (**a**–**d**) *Pax8* expression in S21 (stage 21) embryos, lateral views. Arrow points to the otic vesicle. (**a**) Uninjected embryo. (**b**) *Random-MO* injected embryo. (**c**) *Fry-MO* injected embryo. (**d**) *Fry-MO* + FD + LZ mRNA (400 pg) coinjected embryo. (**e**) Percentage of embryos with reduced (RE), absent (AE) or not affected (NA) *pax8* expression. Uninjected (N = 2, 35), *Random-MO* (N = 2, 23), *Fry-MO* 5 ng (N = 2, 18), 15 ng (N = 3, 53), 20 ng (N = 4, 70), *Fry-MO* 20 ng + FD + LZ mRNA 200 pg (N = 2, 39), *Fry-MO* 20 ng + FD + LZ mRNA 400 pg (N = 2, 51), FD + LZ mRNA 400 pg (N = 2, 46). Data on graph is presented as mean. (**f**–**h**) *wt1* expression in S24 (stage 24) embryos. (**f**) Uninjected (*n* = 20), (**g**) control and (**h**) injected (*n* = 20) sides of the same embryo are shown. (**i**–**k**) 3G8 immunostaining. (**i**) Uninjected (*n* = 25), (**j**) control and (**k**) injected (*n* = 28) sides of the same embryo. Magnifications of the boxed areas are shown in each panel. (**l**–**n**) *β1-NaK-ATPase* expression in S39 (stage 39) embryos. (**l**) Uninjected (*n* = 22). (**m**) Control and (**n**) injected (*n* = 23) sides of the same embryo, arrow points to pronephros positive staining. Representative embryos are shown. Embryos at 8-cell were injected 1x V2 with 15 or 20 ng of the morpholino or as indicated.

### Fry depletion in the kidney field alters expression of paraxial mesoderm genes

The formation of the pronephric anlage from the IM requires inductive signals emanating from the PM^11,50–52^. Since *Fry* is expressed throughout the trunk mesoderm (Fig. 2h–m), we evaluated the consequences of *fry* depletion in the V2 blastomere for expression of PM markers, using 15 ng of *Fry-MO* a dose that reduces the size of the kidney field without entirely loosing expression of *pax8,* as seen with 20 ng of *Fry-MO* (Fig. 1c,e). We assayed for *myoD* expression, one of the earliest muscle-specific response factors^53^. Injection of *Fry-MO* (15 ng) resulted in reduced *myoD* expression amongst 65% of S15 embryos, whereas *myoD* expression in *Random-MO* or uninjected embryos appeared unaffected (Fig. 4a–c and g). We also evaluated expression of *aldh1a2*, a modulator of RA signaling and necessary for the specification of the kidney field^54^. In *Xenopus* embryos, *aldh1a2* transcripts initially localize to the involuting mesoderm of the gastrula and later become restricted to the PM^55^. We observed a pan-tissue reduction in *aldh1a2* expression in 64% of the embryos injected with *Fry-MO* while *Random-MO* injected and uninjected embryos were unaffected (Fig. 4d–f and h). Thus, the reduction of *myoD and aldh1a2* expression following *fry* depletion in the V2 blastomere indicates that Fry has broad effects on mesoderm patterning.

**Figure 4:**
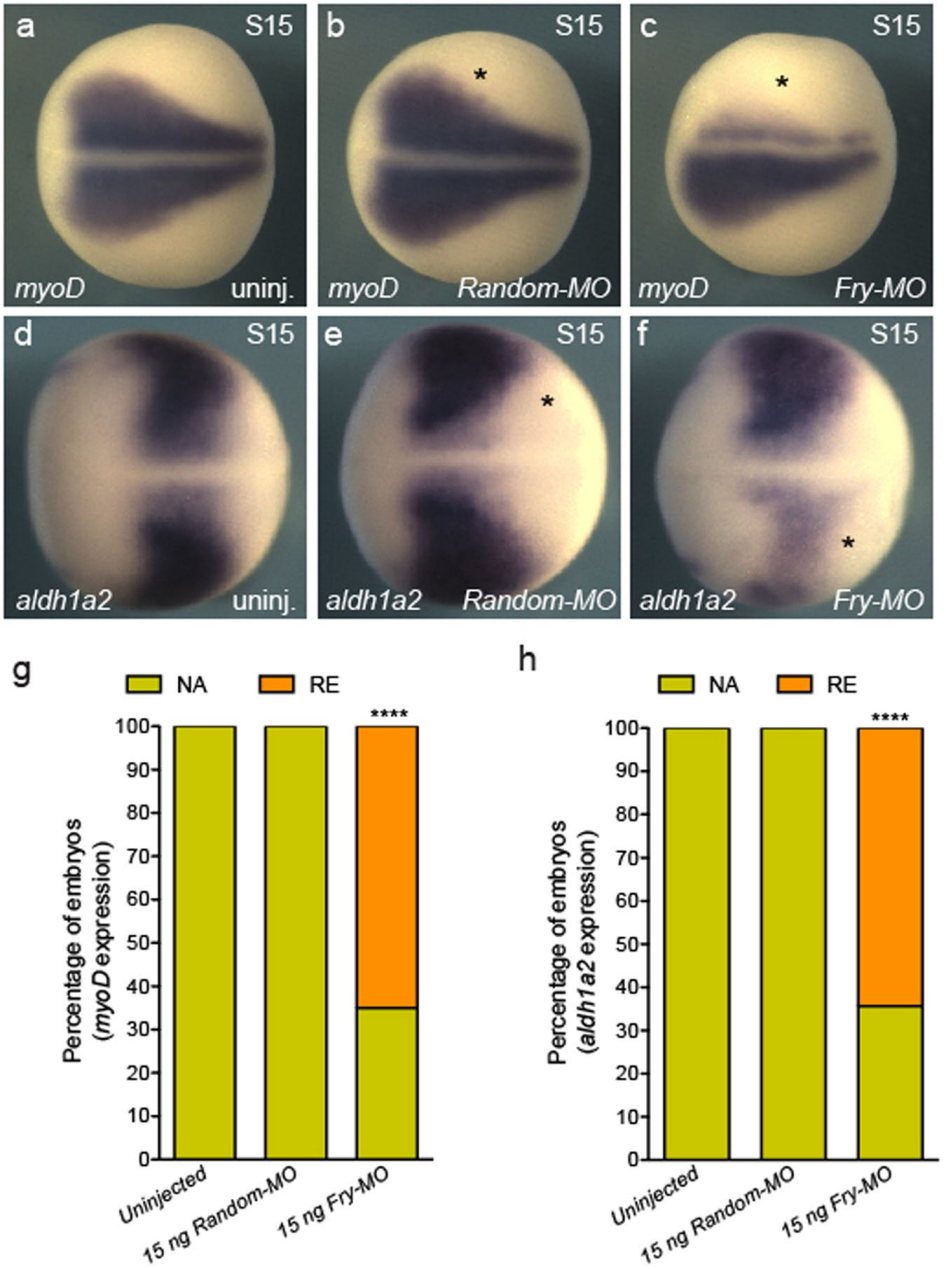
Expression of paraxial mesoderm marker genes is reduced in Fry-depleted embryos. (**a**–**c**) *In situ* hybridization of S15 (stage 15) embryos for *myoD*. (**g**) Percentage of embryos with reduced (RE) or not affected (NA) *myoD* expression field revealed by *in situ* hybridization. Uninjected (N = 3, 92), *Random-MO* (N = 2, 36), *Fry-MO* (N = 4, 85). (**d**–**f**) *In situ* hybridization of S15 embryos for *aldh1a2*. (**h**) Percentage of embryos with reduced (RE) or not affected (NA) *aldh1a2* expression field revealed by *in situ* hybridization. Uninjected (N = 3, 75), *Random-MO* (N = 2, 36), *Fry-MO* (N = 3, 76) (N = number of experiments, number of embryos). As indicated on each panel, 8-cell embryos were injected 1x V2 with 15 ng of the *MOs* or left uninjected. Asterisk indicates the injected side of the embryo. Representative embryos are shown. Data in graphs is presented as means. Statistical significance was evaluated using Fisher’s exact test ^***^p < 0.0001.

### Fry and Lhx1 act synergistically in pronephros patterning

Lhx1 and Fry interact and depletion of either has similar effects on kidney development. We next addressed whether Fry and Lhx1 act synergistically to pattern the kidney. We used suboptimal doses of *Fry-MO* and antisense oligonucleotides against *lhx1* (*Lhx1-AS*) that have little effect on kidney marker when injected individually. *Lhx1-AS* is an N,N-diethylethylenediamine antisense oligonucleotide previously validated for targeted degradation of the *lhx1* transcripts, can be rescued by exogenous zebrafish *lhx1a* mRNA resistant to binding the oligo, and phenocopies *lhx1* CRISPR knockdown^11,13,17^. A low percentage of embryos injected with 2.5 ng of *Fry-MO* exhibited reduced *pax8* expression (6%); a similar percentage of embryos showed reduced *pax8* expression by the injection of 50 pg of *Lhx1-AS* (8%) (Fig. 5a–c and e). When co-injected *Fry-MO* and *Lhx1-AS* at these suboptimal doses, we observed 55% of the embryos with reduced *pax8* expression (Fig. 5d,e), thus demonstrating that Fry acts synergistically with Lhx1 in the kidney anlage formation.

**Figure 5:**
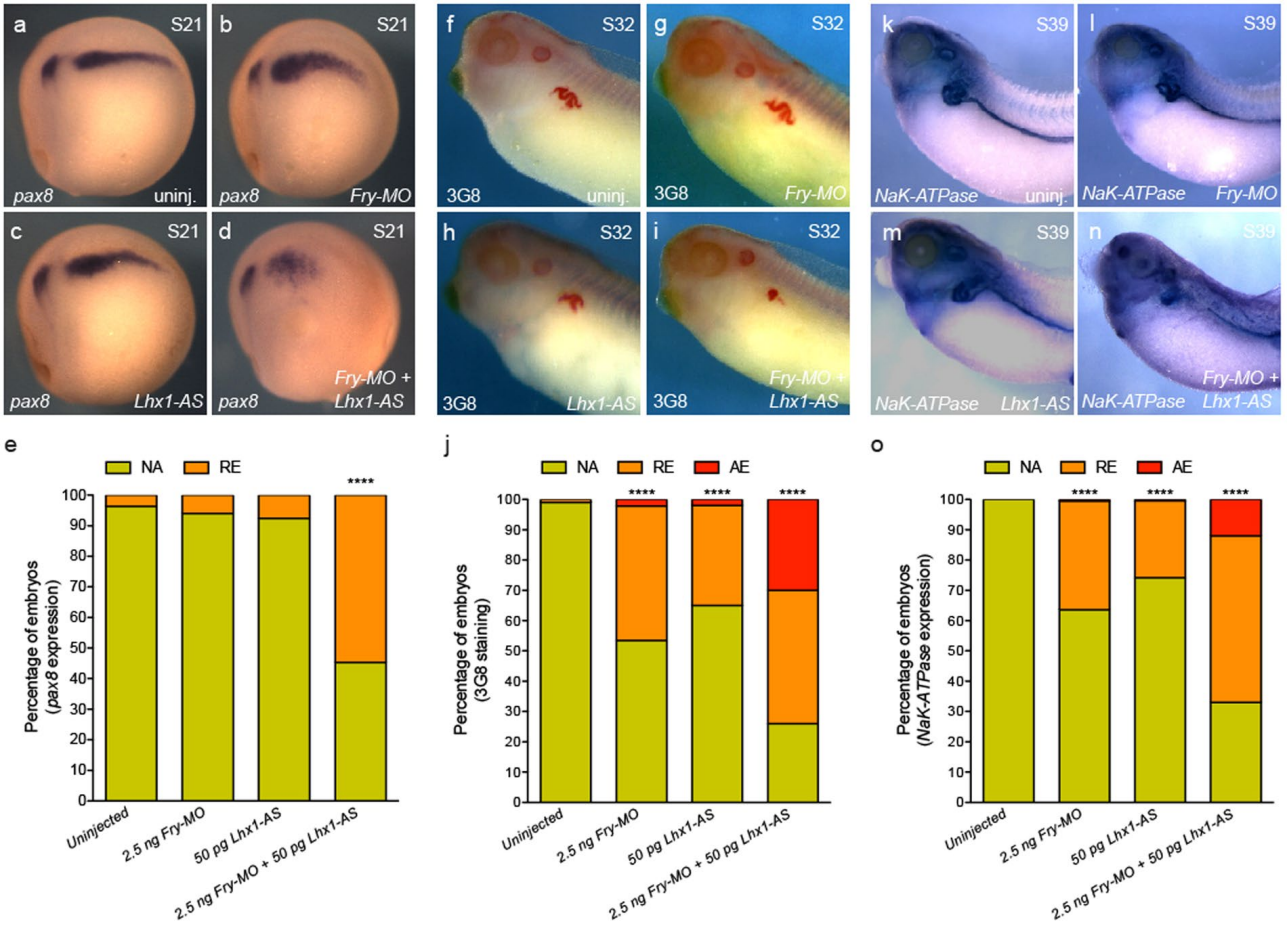
Synergistic interaction of Fry and Lhx1 to pattern the kidney field. (**a**–**d**) *Pax8* expression in S21 (stage 21) embryos, lateral views. (**e**) Percentage of S21 embryos with abnormal *pax8* expression under different treatments. Uninjected (N = 3, 41), *Fry-MO* (N = 3, 56), *Lhx1-AS* (N = 3, 65), *Fry-MO* + *Lhx1-AS* (N = 3, 75) (N = number of experiments, number of embryos). (**f**–**i**) 3G8 immunostaining of S32 (stage 32) embryos. (**j**) Percentage of S32 embryos with reduced or absent 3G8 staining. Uninjected (N = 3, 122), *Fry-MO* (N = 3, 88), *Lhx1-AS* (N = 3, 79), *Fry-MO* + *Lhx1-AS* (N = 3, 81). (**k**–**n**) *β1-NaK-ATPase* expression in S39 (stage 39) embryos. (**o**) Percentage of embryos with abnormal *β1-NaK-ATPase* expression. Uninjected (N = 6, 168), *Fry-MO* (N = 6, 165), *Lhx1-AS* (N = 6, 193), *Fry-MO* + *Lhx1-AS* (N = 6, 183). Reduced (RE), absent (AE) or not affected (NA) expression/staining. 8-cell embryos were injected 1x V2 with 2.5 ng of *Fry-MO* and/or 50 pg of *Lhx1-AS*. Representative embryos are shown. Data in the graphs is presented as means. Statistical significance was evaluated using Fisher’s exact test ^****^p < 0.0001.

To evaluate how Fry and Lhx1 synergism affects pronephric terminal differentiation, we assessed 3G8 staining and *β1-NaK-ATPase* expression. 3G8 immunostaining of the proximal tubule was reduced in 47% of *Fry-MO* injected embryos and 35% of *Lhx1-AS* embryos while 74% of the embryos co-injected with the synergistic dose showed reduced or no staining (Fig. 5f–j). Similar results were observed by *in situ* hybridization for *β1-NaK-ATPase* (Fig. 5k–o). Together, these experiments demonstrate a synergistic effect of Fry and Lhx1 on pronephros patterning ultimately affecting proper pronephric tubule formation.

We next tested if concomitant loss of *fry* and *lhx1* affects other mesoderm derivatives, since expression of PM marker genes is reduced in the absence of Fry (Fig. 4). We co-injected *Fry-MO* and *Lhx1-AS* at the aforementioned suboptimal doses and assessed the expression of *myoD* and *aldh1a2*. Co-injection of *Fry-MO* and *Lhx1-AS* resulted in a reduction of *myoD* expression in a small percentage of embryos (7%), whereas *Fry-MO* or *Lhx1-AS* individually injected embryos appeared unaffected (Fig. 6a–d,i). Co-injection of *Fry-MO* and *Lhx1-AS* resulted in a mild reduction of *aldh1a2* expression in 61% of the embryos, while injection of *Fry-MO* or *Lhx1-AS* had milder effects on *aldh1a2* expression (16% and 19%); however, this was significantly higher than uninjected embryos showing a reciprocity of *aldh1a2* expression between the PM and IM (Fig. 6e–h,j). These results demonstrate the specificity of the synergistic effect of Fry and Lhx1 in the IM where both are expressed.

**Figure 6:**
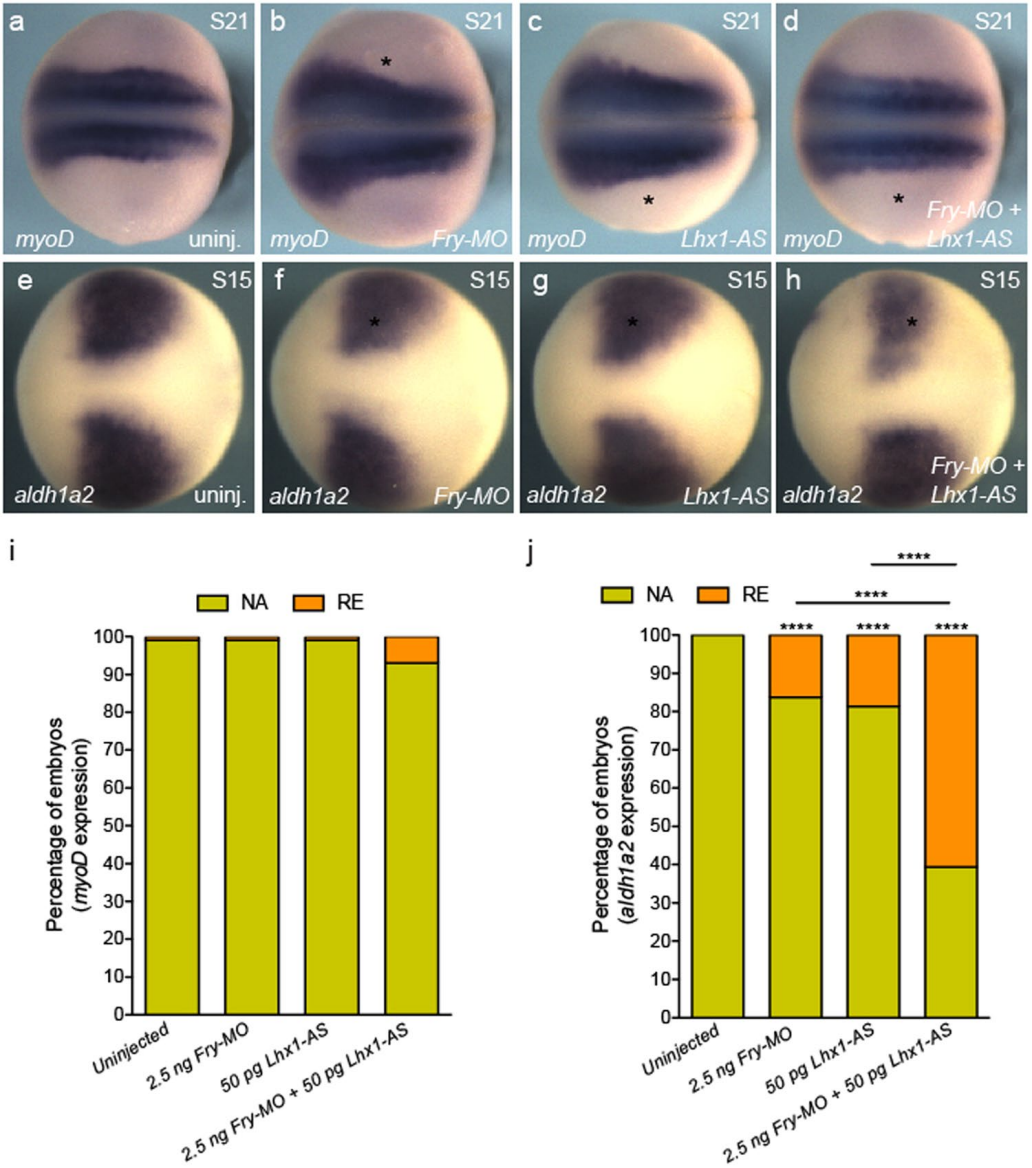
Synergistic interaction of Fry and Lhx1 in the paraxial mesoderm. (**a**–**d**) *In situ* hybridization of S21 (stage 21) embryos for *myoD*. Asterisk indicates the injected side of the embryo. (**e**–**h**) *In situ* hybridization of S15 embryos for *aldh1a2*. (**a**,**e**) Uninjected embryos. (**i**) Percentage of embryo with reduced (RE) or not affected (NA) *myoD* expression. Uninjected (N = 3, 85), *Fry-MO* (N = 3, 84), *Lhx1-AS* (N = 3, 78), *Fry-MO* + *Lhx1-AS* (N = 3, 73). (**j**) Percentage of embryo with reduced (RE) or not affected (NA) *aldh1a2* expression. Uninjected (N = 3, 82), *Fry-MO* (N = 3, 86), *Lhx1-AS* (N = 3, 88), *Fry-MO* + *Lhx1-AS* (N = 3, 84) (N = number of experiments, number of embryos). Embryos at 8-cell were injected 1x V2 with 2.5 ng of *Fry-MO* and/or 50 pg of *Lhx1-AS* as indicated on each panel. Representative embryos are shown. Data in graphs is presented as means. Statistical significance was evaluated using Fisher’s exact test ^****^p < 0.0001.

### Lhx1 and Fry regulate miRNA levels

In *Xenopus*, Fry is known to regulate miRNA expression^35^. As we have found that Lhx1 and Fry coordinate activity in kidney formation, we evaluated if these proteins regulate miRNAs in common during this process. To identify potential miRNA targets, we performed miRNA deep sequencing of embryos depleted of either *lhx1* or *fry*. In addition to the kidney, *lhx1* and *fry* are co-expressed in the dorsal mesoderm of *Xenopus* where both function in axial mesoderm (AM) patterning. We chose to perform our screen using organizer tissue for multiple reasons: the organizer requires Fry and Lhx1 activity^13,15,35^, the tissue is easy to isolate unlike pronephric kidney, and miRNAs are often widely expressed. We selected doses of *Fry-MO* (20 ng) and *Lhx1-AS* (400 pg) that induce a shortened axis and headless phenotype at S33/34 by injecting both dorsal cells of 4-cell embryos (2x D) (Supplementary Fig. S4). 

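Small RNA was sequenced from 3 libraries of *Xenopus laevis* dorsal tissue, 1 from uninjected embryos, 1 from embryos injected with 400 pg of Lhx1-AS, an antisense oligonucleotide against *lhx1*, and 1 from embryos injected with 20 ng of Fry-MO, a morpholino against *fry*. The dorsal side at stage 10.5 contains the organizer, where *lhx1* is expressed. Each library was made from 30 dorsal pieces of 3 independent experiments, which were pooled before the RNA was prepared. There is thus 1 library per condition, no spread between replicates can be measured, and no p-value is given. Injected embryos were selected by the red fluorescence of a co-injected tracer. None of the 3 libraries came from embryos injected with a control oligonucleotide, so depletion cannot be told apart from injection and selection. The libraries hold mature miRNAs and not mRNA, so the levels of *lhx1* and *fry* themselves cannot be read from them. The authors' processing, with the ACGT101-miR program, cut the adapter, mapped the reads to known miRNAs of chordates and to genomes, and gave raw reads and a normalized number of counts for each miRNA sequence. A read that fits several listed miRNAs is divided among them, so raw reads need not be whole. The listed miRNAs took 133894 reads in the uninjected library, 56026 in the Lhx1-AS library and 108041 in the Fry-MO library. The authors' normalization multiplied the Lhx1-AS reads by 1.19 and the Fry-MO reads by 1.05 relative to the uninjected reads. From there, the ratio of the normalized counts to those of the uninjected library was computed for each miRNA, with its exact (Clopper-Pearson) 95% counting interval from the raw reads of both libraries. These intervals cover counting error only, and not the variation between embryos or in how reads were divided among sequences. They are exact only where the raw reads are whole. A miRNA was called higher at a ratio of at least 2 and lower at a ratio of at most 0.5, if it had at least 10 reads in at least 1 of the 2 libraries compared. Where the uninjected library had no read it was set to 3 reads, which keeps the ratio low but leaves out the counting error of the other library.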

We performed microRNA deep sequencing on isolated dorsal tissue from early gastrula stage embryos that were dorsally-depleted of either *fry* or *lhx1* (Fig. 7a). We identified a total of 1,987 unique, known and predicted, miRNAs of different chordata species, 257 of which correspond to *Xenopus*, 28 specific to *Xenopus laevis* and 229 to *Xenopus tropicalis* and new to *X. laevis*. miRNAs are often found in clusters that are co-transcribed as a single pri-miRNAs and later processed into individual pre-miRNAs^56,57^. This genomic co-localization could result in joint transcriptional regulation by a common transcriptional complex^58^ and for this reason, we focused on known miRNAs which lie within genomic clusters^59^. This yielded a total of 178 unique miRNAs of different chordata species constituting 98 clusters with 2 or more detected members, out of which 27 correspond to known *Xenopus* miRNAs clusters.

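Of the listed sequences, 1554 had at least 1 read over the 3 libraries together. Of these, 24 carried a *X. laevis* name and 142 a *X. tropicalis* name, which makes 166 *Xenopus* miRNAs. A further 267 were predicted sequences, 718 were named after a placental mammal and 403 after another chordate. The most read *Xenopus* sequence was miR-427, an early embryo miRNA that is switched on with the zygotic genome, with 38438 raw reads in the uninjected library, 15455 in the Lhx1-AS library and 13081 in the Fry-MO library. A second product of its precursor, mir-427-p5, had 7356, 1813 and 2162 reads. Next came miR-148a with 1806, 795 and 5738 reads, miR-22-3p with 1900, 950 and 5342 reads, and miR-181a-5p with 361.5, 286.5 and 5492.5 reads. The make-up of the libraries differed. *Xenopus* names took 42.0% of the listed reads in the uninjected library, 50.1% in the Lhx1-AS library and 59.4% in the Fry-MO library, while predicted sequences took 54.0%, 33.1% and 19.2%. Sequences named after placental mammals took 1.97%, 12.6% and 13.9%, and those named after other chordates 2.07%, 4.23% and 7.54%. The 3 most read sequences together held 75.1% of the listed reads in the uninjected library, 54.0% in the Lhx1-AS library and 29.5% in the Fry-MO library. With at least 10 reads over the libraries, 430 sequences remained, 108 of them with a *Xenopus* name.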

**Figure 7:**
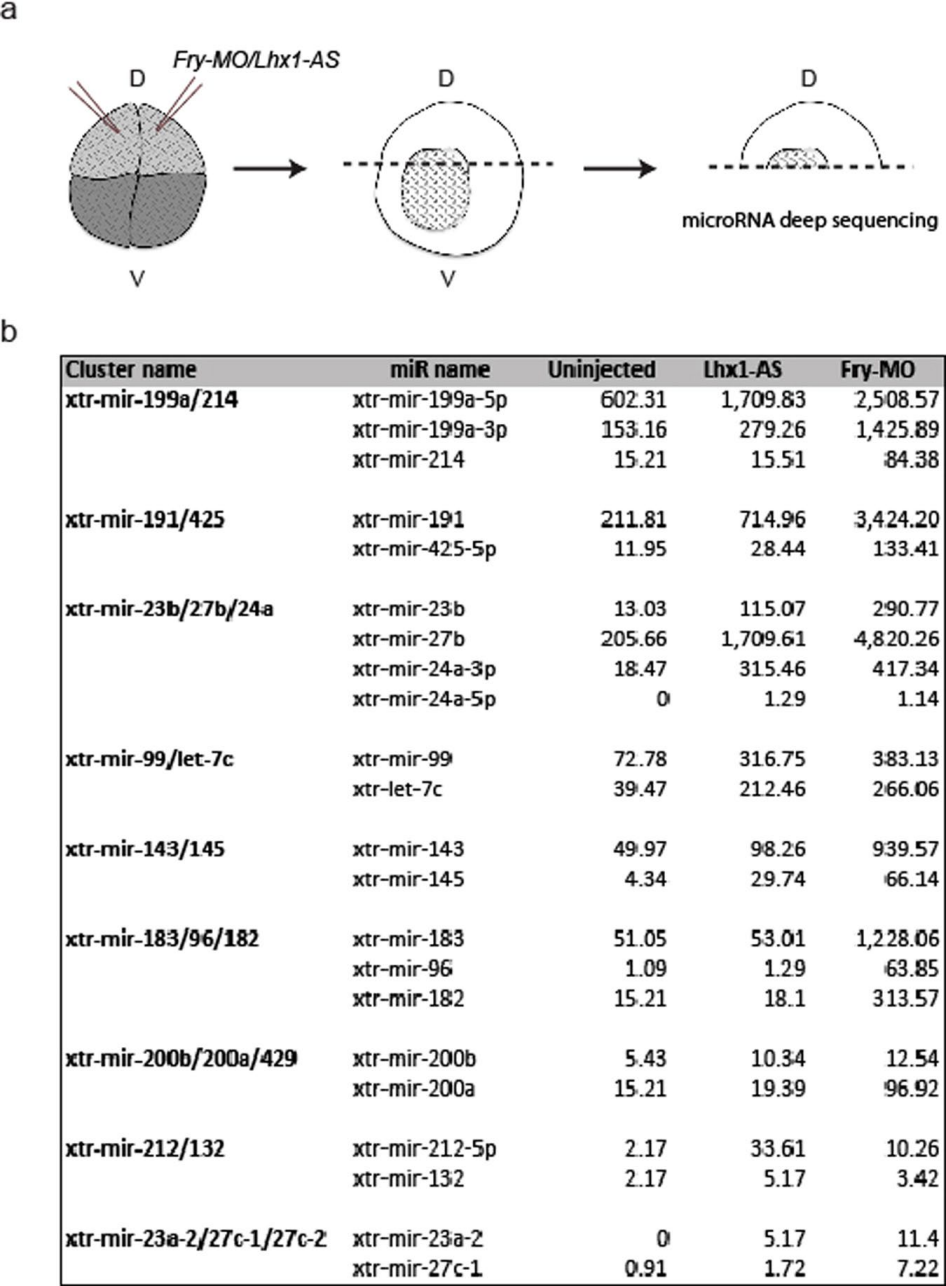
miRNA deep sequencing of Fry- and Lhx1*-*depleted embryos. (**a**) Experimental procedure followed to generate the samples for miRNA deep sequencing. Both dorsal blastomeres of 4-cell embryos were injected. Dorsal halves were isolated and processed for miRNA deep sequencing. (**b**) Selected nine miRNA clusters with increased levels of their respective miRs upon either *lhx1* or *fry* depletion. The values are the normalized number of counts for each miR.

Considering that Fry was reported to function as a miRNA repressor, we focused on 9 genomic clusters where the levels of all miRNAs members increase upon loss of Fry and Lhx1 (Fig. 7b). These miRNAs clusters are located in chromosomes 1, 2, 3, 4 and 7 and positioned within introns of host protein-coding genes or intergenic regions, as is the case of most *Xenopus* miRNAs^57^. 

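The 22 members listed for the 9 clusters all had more normalized counts in both depleted libraries than in the uninjected library, and the counts match those printed in Fig. 7b. In the Fry-MO library 18 of the members were at least 2-fold higher, and for 17 of the 22 the counting interval lay above 1. In the Lhx1-AS library 10 were at least 2-fold higher and 12 had an interval above 1. Both intervals lay above 1 for 11 members, and every member did so in both libraries for 3 clusters, mir-191/mir-425, mir-99/let-7c and mir-143/mir-145. The direction in the Lhx1-AS library rests on the normalization for 4 members, as miR-214 and miR-183 had fewer raw reads there than in the uninjected library and miR-96 and miR-182 as many. MiR-191 was 3.38-fold higher in the Lhx1-AS library (interval 2.86 to 4.00) and 16.2-fold higher in the Fry-MO library (14.0 to 18.8). MiR-425-5p, from the same precursor cluster, was 2.38-fold (1.11 to 5.44) and 11.2-fold (6.02 to 23.0) higher. Let-7c, of a family that marks differentiated tissue, was 5.38-fold (3.74 to 7.94) and 6.74-fold (4.74 to 9.85) higher, and its neighbour miR-99 4.35-fold (3.31 to 5.79) and 5.26-fold (4.04 to 6.95). MiR-143, known from smooth muscle, was 1.97-fold higher (1.35 to 2.90) in the Lhx1-AS library and 18.8-fold higher (14.0 to 25.9) in the Fry-MO library, and miR-145 6.84-fold (2.34 to 27.2) and 15.2-fold (5.64 to 57.7). Of the sensory cluster mir-183/mir-96/mir-182, miR-183 was 24.1-fold (18.0 to 32.9) and miR-182 20.6-fold (12.1 to 38.2) higher in the Fry-MO library, while the intervals of their ratios in the Lhx1-AS library, 1.04 (0.666 to 1.61) and 1.19 (0.526 to 2.69), held 1. The difference between the 2 depleted libraries was not tested. MiR-96 went from 1 read in each of the other libraries to 56 in the Fry-MO library, a ratio of 58.8 (10.1 to 2363), and had too few reads to be compared in the Lhx1-AS library.

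The clusters mir-200b/mir-200a/mir-429, mir-212/mir-132 and mir-23a-2/mir-27c-1/mir-27c-2 rest on few reads, at most 85 for any member in any library. For miR-200b the intervals held 1 in both libraries (ratios 1.90, 0.549 to 7.40, and 2.31, 0.740 to 8.48), and miR-200a had ratios of 1.28 (0.574 to 2.85) in the Lhx1-AS library and 6.37 (3.60 to 12.2) in the Fry-MO library. MiR-212-5p had 2 reads in the uninjected library and 26 in the Lhx1-AS library, a ratio of 15.5 (3.87 to 134.5), and 9 in the Fry-MO library, a ratio of 4.72 (0.978 to 44.9). MiR-132 had 2, 4 and 3 reads. MiR-23a-2 had no read in the uninjected library and 10 in the Fry-MO library. With the uninjected library set to 3 reads its ratio was 3.50, and its counting interval started at 2.35. Its 4 reads in the Lhx1-AS library do not separate it from 0 at this depth. MiR-27c-1 had under 1 read in the uninjected library and 6.33 in the Fry-MO library, a ratio of 7.98 (0.877 to 680.6). As the clusters were selected on these libraries, the counts are not independent evidence of their direction. Sequences named after placental mammals were 3.18-fold higher (3.04 to 3.33) in the Lhx1-AS library and 5.97-fold higher (5.73 to 6.23) in the Fry-MO library in the same table. With the scalings of edgeR (TMM) or DESeq2 (median of ratios) 20 of the 22 members stayed above the uninjected library in both, and miR-214 and miR-183 did not in the Lhx1-AS library. The paper reasons that miRNAs located together in the genome could be regulated jointly and that Fry was reported as a repressor of miRNAs, and for this it turned to the clusters in which every member was higher after loss of Fry and of Lhx1.

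**Figure D1:**
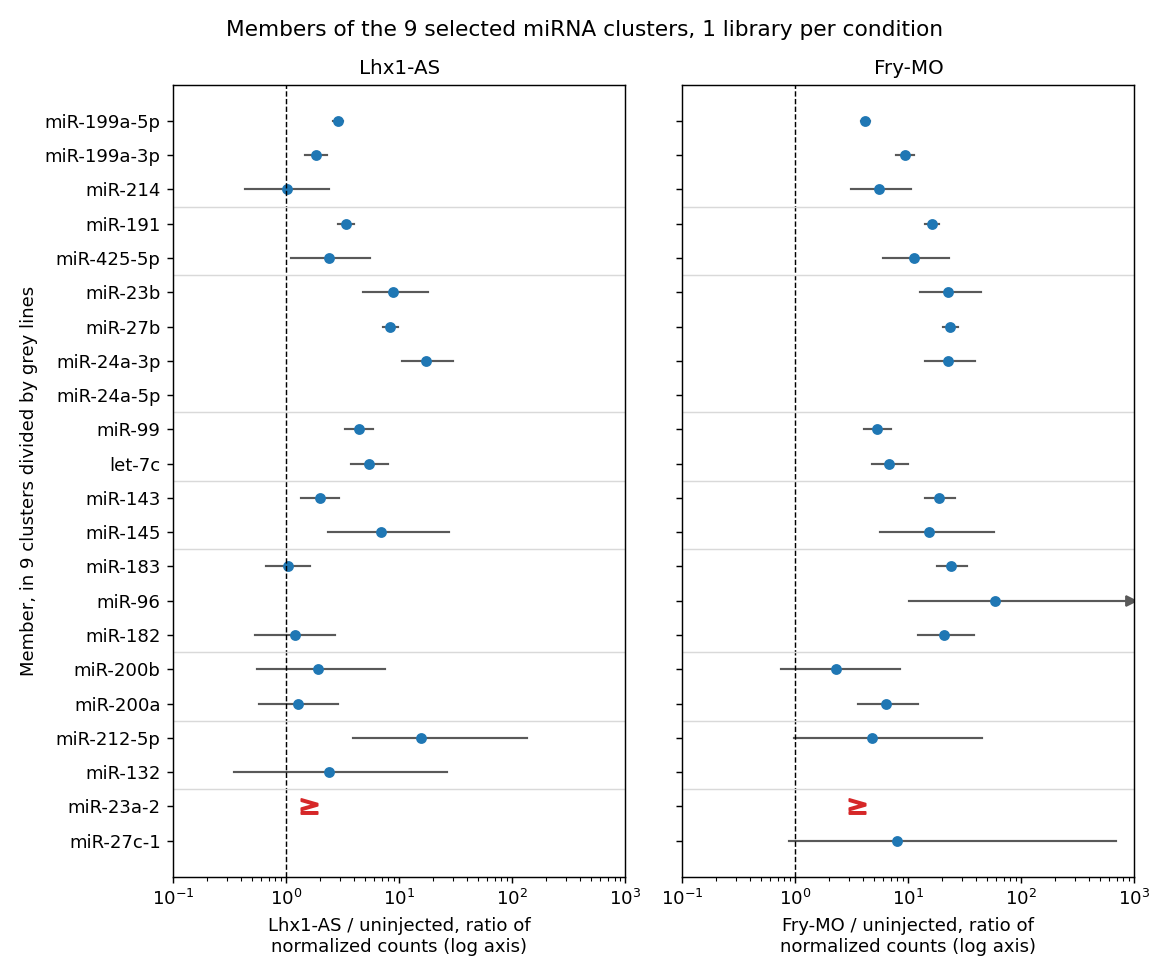
Ratio of the normalized counts of each cluster member to the uninjected library, on a log axis, in the Lhx1-AS library (left) and the Fry-MO library (right), with 1 library per condition. Points are ratios and horizontal lines their 95% counting intervals (an arrow marks an interval that goes on past the axis). Where the uninjected library had no read, a red sign of at least marks the ratio with that library set to 3 reads, without counting error. Members with at most 3 reads in both libraries have no point, and the dashed line is a ratio of 1. MiR-183 lies near 1 in the Lhx1-AS library and at 24.1 in the Fry-MO library.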

Given that we are interested on the regulation of miRNA by Lhx1 and Fry in kidney development, we focused on two clusters, miR-199a/214 and miR-23b/27b/24a, which are involved in development and disease of this tissue^43,60–63^. Additionally, these two miRNAs clusters are located in different chromosomes and genomic regions with respect to the closest protein-coding gene (Fig. 8a).

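In the mir-23b/mir-27b/mir-24a cluster the 3 mature miRNAs with enough reads were all higher in either depleted library, by more than counting error. MiR-27b, the most read of them, had 205.7 normalized counts in the uninjected library, 1709.6 in the Lhx1-AS library and 4820.3 in the Fry-MO library. Its ratio was 8.31 (7.13 to 9.73) with Lhx1-AS and 23.4 (20.3 to 27.3) with Fry-MO. MiR-23b had ratios of 8.83 (4.81 to 17.7) and 22.3 (12.5 to 43.7), and miR-24a-3p of 17.1 (10.5 to 29.8) and 22.6 (13.9 to 39.2), from 17 reads in the uninjected library. The opposite arm, miR-24a-5p, had 0, 1 and 1 reads, so that no fold can be given. The median log2 ratio of the cluster was 3.05 with Lhx1-AS and 4.43 with Fry-MO. The members of the mir-199a/mir-214 cluster moved less evenly. MiR-199a-5p had 602.3, 1709.8 and 2508.6 normalized counts and was 2.84-fold higher (2.57 to 3.14) with Lhx1-AS and 4.16-fold higher (3.79 to 4.58) with Fry-MO. MiR-199a-3p was 1.82-fold (1.47 to 2.27) and 9.31-fold (7.82 to 11.2) higher. MiR-214, with 14, 12 and 74 raw reads, was 5.55-fold higher (3.11 to 10.6) with Fry-MO, while with Lhx1-AS its ratio of 1.02 had an interval of 0.431 to 2.38. Under TMM or median-of-ratios scaling that ratio falls below 1. The median log2 ratio of this cluster was 0.86 with Lhx1-AS and 2.40 with Fry-MO. In the same libraries, listed sequences with reads numbered 992 in uninjected embryos, 1039 with Lhx1-AS and 1095 with Fry-MO. Those named after a placental mammal were 359, 483 and 518 of them. MiRNAs of a rodent X-linked cluster, listed after the files were seen, had 12, 1818 and 21 raw reads. The paper states that its mammalian mimics of miR-199a-5p, miR-214, miR-23b and miR-27b have the mature sequence of the *X. laevis* miRNA. Reads of these miRNAs thus cannot be told apart by sequence from mammalian ones.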

**Figure 8:**
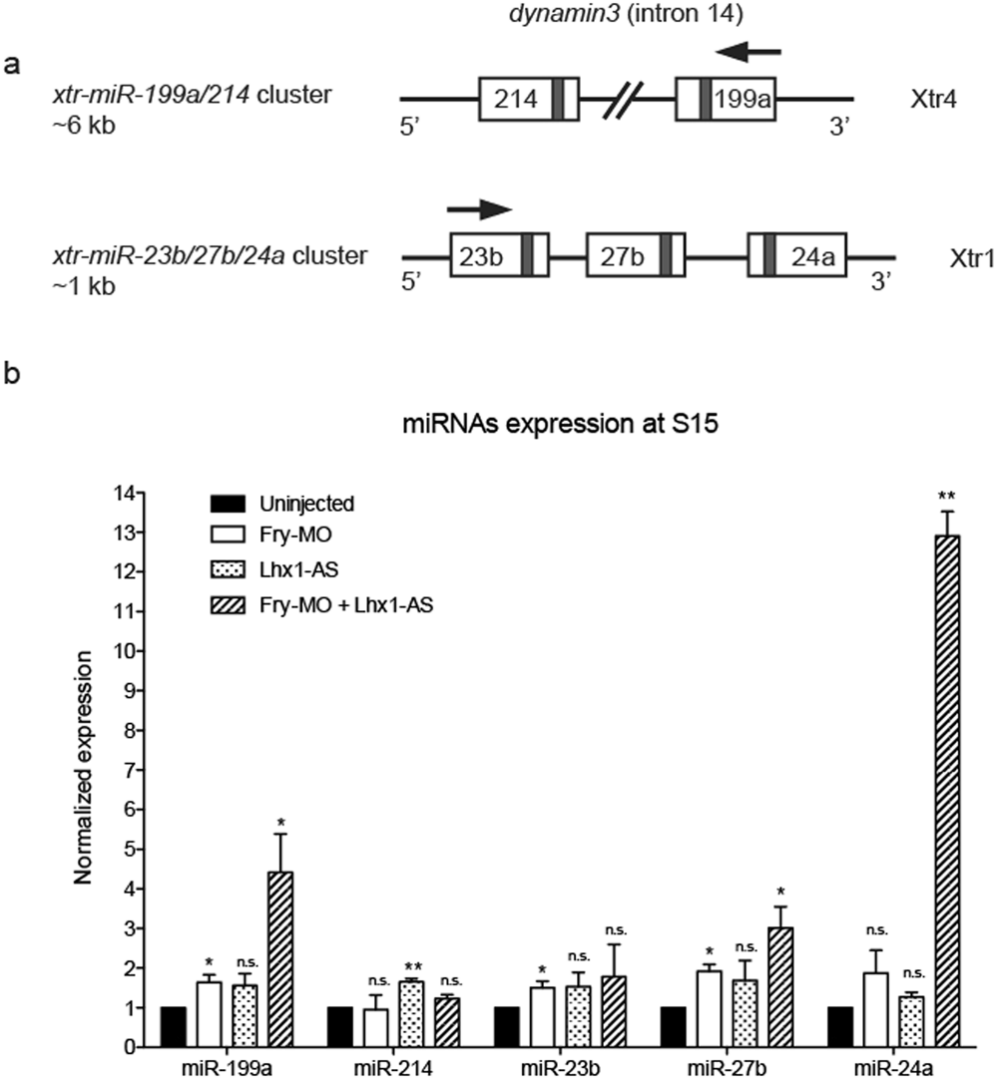
Validation of miRNA deep sequencing data by real-time qRT-PCR. (**a**) Schematic of the miR-199a/214 and miR-23b/27b/24a clusters in the *X*. *tropicalis* genome. The *Xenopus tropicalis* chromosome (Xtr) where each cluster is located is indicated. The miR-199a/214 cluster is located within intron 14 of the dynamin3 gene and has a length of ~6 kb while the miR-23b/27b/24a cluster is intergenic and has a length of ~1 kb. The grey colored rectangles indicate the position of the mature miRNAs within the pre-miRNA structures. Arrows indicate transcription direction. (**b**) Expression levels of miRs within the miR-199a/214 and miR-23b/27b/24a clusters were determined in Lhx1- and/or Fry-depleted embryos. 8-cell embryos were injected 2x V2 with 2.5 ng of *Fry-MO* and/or 50 pg of *Lhx1-AS*. Error bars indicate standard deviation derived from three repeats of the PCR reactions with different biological samples. Statistical significant differences were determined by a one-tailed paired t-test. n.s., non-significant; ^*^p < 0.05; ^**^p < 0.01.

To validate the miRNA deep sequencing results with respect to the kidney, we analyzed the expression levels of mature miRNAs within these two clusters during pronephros specification by real-time qPCR in Fry and Lhx1 depleted embryos. We found an increase of miR-199a, miR-27b, and miR-24a in *Fry-MO* and *Lhx1-AS* co-injected embryos. Additionally, miR-214 and miR-23b significantly increased in *Lhx1-AS* and *Fry-MO* injected embryos, respectively (Fig. 8b). Thus, the coordinated activity of Lhx1 and Fry is required to regulate the levels of miR-199a/214 and miR-23b/27b/24a.

We next determined whether the miR-199a/214 and miR-23b/27b/24a clusters play a functional role in the kidney. If Lhx1 and Fry are required to repress miRNAs for kidney tissue specification to occur, it would stand to reason that perturbance of individual miRNA clusters in the developing kidney should result in a reduction of kidney markers. To test this, we overexpressed miR-199a/214 or miR-23b/27b miRNAs by injecting the synthetic LNA mimics into one V2 blastomere of 8-cell embryos and evaluated expression of pronephric kidney genes (Fig. 9 and Supplementary Fig. S5). Currently, commercial pre-designed LNAs to *Xenopus* miR-24a are not available from Exiqon and therefore was not tested in this study. The expression domains of *pax8* and *β1-NaK-ATPase* were significantly reduced in embryos injected with LNA miR-199a and miR-214 mimics (Fig. 9a-e and Fig. S5a–e) as well as with LNA miR-23b and miR-27b mimics (Fig. 9f–j and Supplementary Fig. S5). As expected, V2 targeted injection of LNA miR-199a and miR-214 mimics or LNA miR-23b and miR-27b mimics had insignificant effects on *myoD* or *aldh1a2* expression (Supplementary Fig. S6). Together, these results demonstrate that these microRNA clusters have antagonist effects on kidney specification and their levels are regulated by Lhx1 and Fry.

**Figure 9:**
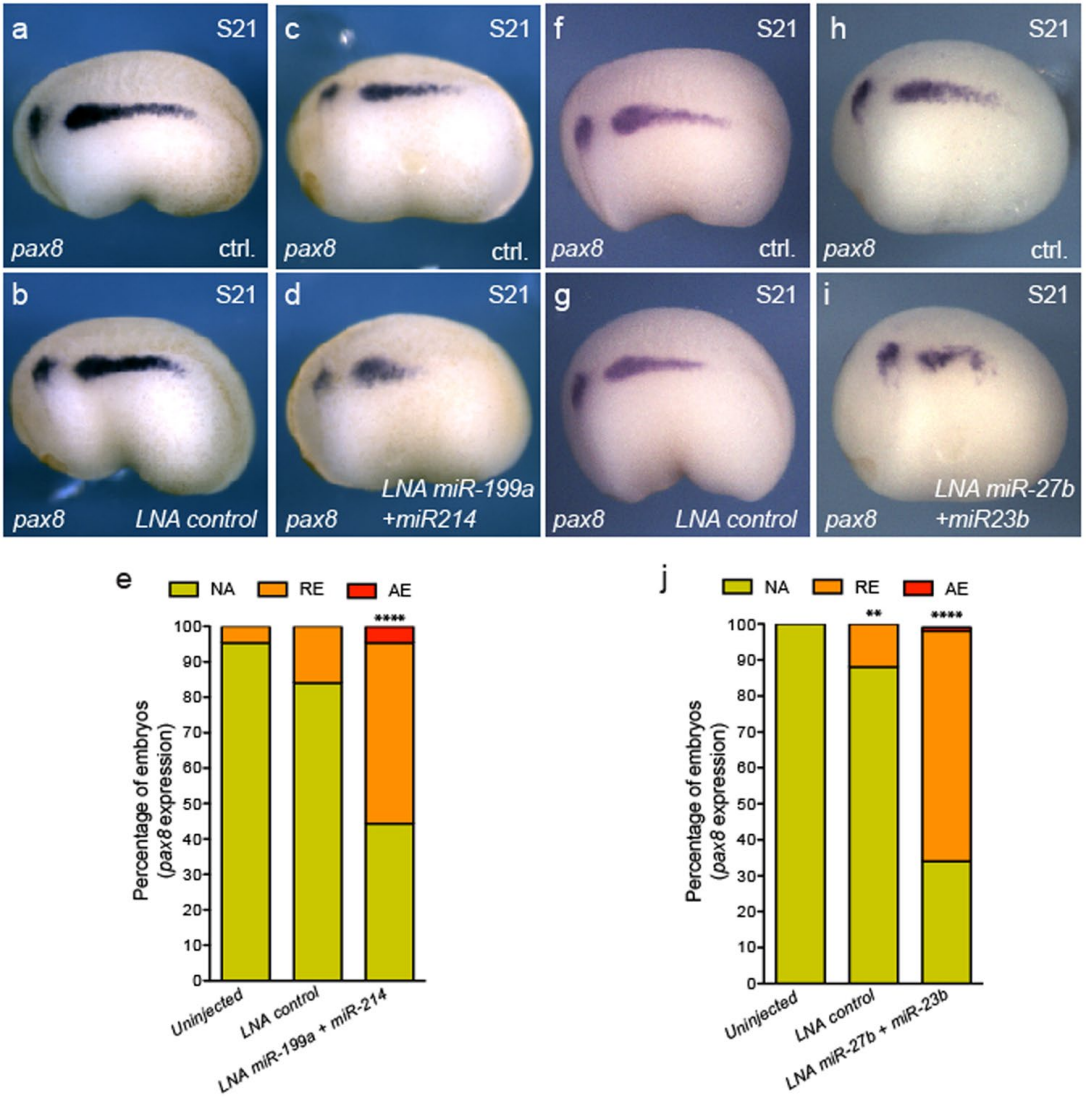
Overexpression of miR-199a/214 and miR-23b/27b reduce the kidney field size. (**a**–**i**) *Pax8* expression in S21 (stage 21) embryos injected with LNA mimics. (**a**,**b**,**f** and **g**) Injected with LNA control. (**a**,**f**) Uninjected side (ctrl). (**b**,**g**) Injected side with LNA control. (**c**,**d**) Embryo injected with LNA miR-199a + miR214. Uninjected (**c**) and injected (**d**) sides of the same embryo. (**h**,**i**) Embryos injected with LNA miR-27b + miR23b. Uninjected (**h**) and injected (**i**) sides of the same embryo. (**e**) Percentage of embryos with abnormal *pax8* expression field. Uninjected (N = 3, 63); LNA ctrl. (N = 3, 64); LNA miR-199a + miR-214 (N = 3, 76, 49% reduced or absent expression) (N = number of experiments, number of embryos, % of affected embryos). (**j**) Percentage of embryos with abnormal *pax8* expression field. Uninjected (N = 3, 66); LNA ctrl. (N = 3, 65); LNA miR-27b + miR-23b (N = 3, 59, 64% reduced or absent expression). Reduced (RE), absent (AE) or not affected (NA) field of expression. Data in graphs is presented as means. ^****^p < 0.0001, ^**^p < 0.01 Fisher’s exact test.

## Discussion

Lhx1 is required for the specification of the pronephric kidney^11^ and forms complexes with Ldb1 and other cofactors to facilitate the expression of target genes^12,22,23,25,26,64^. However, in the IM, it remains unclear what proteins interact with Lhx1 to specify renal progenitors. In our TAP assays, known components of the core complex were isolated (Lhx1, Ldb1b, Ssbp2); however, other cofactors such as Otx2 and Foxa2, known to interact with Lhx1 in axis and head development^26^, were not identified. This suggests tissue-specific cofactors likely modulate the function of the Lhx1 core complex. We demonstrate that Fryl and Fry bind to the Ldb1-Lhx1 complex. The C-terminal leucine zipper/coiled coil domain (LZ) and Furry domain (FD) are thought to facilitate Fry’s nuclear localization and transcriptional activity in *Xenopus*^35^ and mediate Fry’s cytoplasmic functions in human cells^30–32,34^. Our *in vivo* and *in vitro* binding data suggests that the region of Fry that interacts with Ldb1-Lhx1 resides within these two domains.

In *Xenopus, fry* expression has been reported in the dorsal mesoderm of gastrula-staged embryos and later in the notochord^35^. Complementary to this, we found that *fry* is also expressed in PM, LPM, and IM. Similar to Lhx1*-*depleted embryos^11^, depletion of Fry within the V2 blastomere results in reduced expression of nephrogenic factors. Additionally, depletion of Fry causes reduced expression of *myoD* and *aldh1a2* suggesting that Fry has a general role in mesoderm patterning. As Fry shows broad mesoderm expression, Fry likely interacts with different proteins to pattern specific mesoderm derivatives. We demonstrated coordinated activity of Lhx1 and Fry in the kidney field using validated antisense and morpholino oligonucleotides for *lhx1* and *fry,* respectively. These oligonucleotides have been shown to reduce either the target mRNA or protein, rescued by synthetic mRNA injections, and show a synergistic activity at low doses validating the specificity of the phenotype. Additionally, by performing our expression analysis early in embryo development (neurula and early tailbud stages), we minimize the induction of side effects such as those associated with a morpholino oligonucleotide-induced immune response^65^.

We hypothesize that Lhx1 and Fry coordinate activity to facilitate kidney development by repressing miRNA expression, indirectly facilitating the expression of inductive factors, such as Pax2 and Pax8, to specify the kidney. In support of this, Lhx1 is initially expressed in the IM in Pax2/Pax8 double-knockout mice, but these animals do not specify the nephric lineage^16^. Instead, while the initial IM forms, definitive kidney genes fail to express and, consequently the IM cells undergo apoptosis. Complimentary to this, Carroll *et al*. demonstrated that Lhx1 over-expression in combination with Pax8 (and to a lesser extent, Pax2) causes expansion of the kidney field with ectopic expression of kidney genes within somitic regions, and concomitant reduction of somitic genes^8^. Based upon this data and our work here, Lhx1 appears to function as a competence factor with Fry to prime the IM, while Pax8 and Pax2 work in concert, likely with additional factors, to specify the kidney^16^. While additional experiments will reveal the mechanistic details on miRNA regulation in the kidney, we demonstrate here for the first time a role of the Ldb1-Lhx1 complex in the regulation of miRNAs expression.

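With the authors' normalization, miR-23a, miR-23b, miR-24a-3p, miR-27a and miR-27b were at least 2-fold higher and miR-427 at least 2-fold lower in dorsal tissue depleted of *lhx1* than in uninjected tissue. Of 79 *Xenopus* miRNAs with enough reads, 26 were at least 2-fold higher and 5 at least 2-fold lower, and the counting interval excluded 1 for 25 and 4 of these. Outside the 2 clusters that the paper followed, miR-23a was 4.76-fold higher (2.99 to 7.88) and miR-27a 4.58-fold (2.44 to 9.23). MiR-103 was 3.73-fold higher (1.95 to 7.62), miR-25 2.71-fold (2.06 to 3.60) and miR-125b 2.51-fold (1.87 to 3.41). MiR-23a is here the *X. laevis*-named sequence, and the *X. tropicalis*-named one had 0, 4 and 10 raw reads. The raw reads of miR-27a, miR-27b, miR-103 and miR-125b are not whole. Some were thus divided among listed sequences, and these ratios may not be independent. On the other side, miR-427 had a ratio of 0.479 (0.470 to 0.488) and the other products of its precursor 0.293 (0.279 to 0.309) for mir-427-p5 and 0.290 (0.228 to 0.366) for mir-427-p3. MiR-146b had a ratio of 0.467 (0.379 to 0.572). Scaled to the listed reads the ratios are 0.961 for miR-427, 0.589 for mir-427-p5, 0.583 for mir-427-p3 and 0.937 for miR-146b. None of them is then a 2-fold lower call. The listed reads include miR-427 itself, so its fall lowers that total and draws these ratios up. Of 5 early embryo miRNAs with enough reads 3 were lower and 1, miR-428, was higher. Their median log2 ratio of -1.06 lay at percentile 0.07 of 10000 random lists of as many *Xenopus* miRNAs near in rank of abundance. No other *Xenopus* miRNA is as abundant as miR-427 or mir-427-p5, so both were matched mostly to less read ones. The 3 lower early embryo miRNAs are products of 1 precursor, mir-427, and the median becomes -0.25 without a filter on reads and -0.06 when scaled to the listed reads. The mir-15/16 family, which is graded along the dorsal-ventral axis of the gastrula, had a median log2 ratio of -0.56 (percentile 0.68) with none of 6 members past 2-fold, and this median turns above 0 over all species and when the raw reads are scaled to each library's total of listed reads. The median over all 79 was 0.33. With scaling to the listed reads in place of the authors' normalization 50 were higher and none lower, and with TMM 24 were higher and 10 lower, a share of higher calls of 100% and 70.6% against 83.9%. A group of miRNAs of 1 rodent X-linked cluster, listed after the files were seen, had 13.0 normalized counts in the uninjected library and 2350.5 in the Lhx1-AS library, a ratio of 180.3 (103 to 349.6).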

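With the authors' normalization, markers of blood cells and of sensory tissue were among the miRNAs that were at least 2-fold higher in the *fry*-depleted library at ratios under 1.5 in the *lhx1*-depleted library, though the difference between these 2 libraries was not tested. Of 93 *Xenopus* miRNAs with enough reads 64 were at least 2-fold higher in the Fry-MO library and 9 at least 2-fold lower, and the counting interval excluded 1 for 60 and 9 of these. Of the 64, 32 were less than 1.5-fold higher in the Lhx1-AS library. Of these 32, 8 had too few reads to be compared in that library, and 14 of the other 24 had fewer normalized counts there than in the uninjected library. The largest ratio among those with at least 50 reads, apart from miR-96, was 32.4 (17.9 to 65.5) for miR-338, which had a ratio of 1.41 (0.582 to 3.47) in the Lhx1-AS library. MiR-142, a marker of blood cells, had 18.5 (15.7 to 21.9) and 1.09 (0.863 to 1.38), miR-126-5p, of endothelium, 21.0 (15.6 to 28.9) and 0.802 (0.492 to 1.29), and miR-451, of red blood cells, 12.5 (9.45 to 16.9) and 0.696 (0.432 to 1.10). MiR-126-3p, the other arm of the endothelial precursor, had 4.04 (3.20 to 5.14) and 1.57 (1.19 to 2.08), with both intervals above 1. MiR-181a-5p had ratios of 15.9 (14.3 to 17.8) and 0.943 (0.805 to 1.10). Scaled to the listed reads, the Lhx1-AS ratios become 2.19 for miR-142, 2.08 for miR-183, 2.39 for miR-182, 2.82 for miR-338, 1.61 for miR-126-5p and 1.89 for miR-181a-5p, all past 1.5, and 1.40 for miR-451. Scaled to the mappable reads that of miR-338 passes 1.5 too, at 1.52, and that of miR-181a-5p rises above 1, while that of miR-142 falls below 1 with TMM. MiR-148a was 3.34-fold higher (3.16 to 3.52) with Fry-MO and lower with Lhx1-AS (0.524, 0.481 to 0.570), and miR-22-3p 2.95-fold higher (2.80 to 3.11) and lower (0.595, 0.550 to 0.644), where scaling to the listed reads turns both Lhx1-AS ratios above 1. All 5 blood and endothelium miRNAs with enough reads were at least 2-fold higher with Fry-MO (median log2 ratio 3.62, percentile 77.45), as were all 7 of fibroblast and smooth muscle (3.21, percentile 77.79), 6 of 7 neural and sensory ones (4.28, percentile 99.95) and all 6 of the let-7 family (2.55, percentile 75.59). These percentiles are set against a median of 2.02 over the 93 miRNAs. With Lhx1-AS 2 of 5 neural and sensory miRNAs were at least 2-fold higher too, miR-212-5p and miR-138. The selected clusters, which were chosen on these libraries, supply 5 of the 7 fibroblast and smooth muscle miRNAs, 3 of the 7 neural and sensory ones and 1 of the let-7 family. With a pseudocount of 10 the medians fell to 1.76 for neural and sensory miRNAs, 2.04 for fibroblast and smooth muscle and 2.00 for let-7, and without a filter on reads to 1.71 for neural and sensory miRNAs, 2.23 for fibroblast and smooth muscle and 2.63 for blood and endothelium. Lower miRNAs were miR-427 (0.357, 0.35 to 0.364), mir-427-p5 (0.309, 0.294 to 0.324), mir-427-p3 (0.242, 0.189 to 0.307), miR-146b (0.313, 0.248 to 0.392), miR-15b (0.420, 0.280 to 0.618) and miR-363-3p (0.436, 0.371 to 0.511). Scaled to the mappable reads 3 of the 9 stay at least 2-fold lower, mir-427-p5, mir-427-p3 and miR-146b, while miR-427 is at 0.505, miR-15b at 0.594 and miR-363-3p at 0.617. Of 76 miRNAs with enough reads in both comparisons 23 were higher with Lhx1-AS and 49 with Fry-MO, and 20 were higher in both, where independent lists of 23 and 49 would share 14.8. Libraries simulated without change, with a common simulated uninjected library, shared a median of 0. All were drawn from the mean of the 3 libraries, so miRNAs higher in the depleted libraries got more uninjected reads than the data hold. The simulated libraries carry counting error only and leave out the variation between pools of embryos. Part of the overlap of 20 may come from the uninjected library that both ratios share. Both depleted libraries also came from injected and selected embryos, so changes they share cannot be told apart from effects of injection or selection. With scaling to the listed reads, the number higher in the Fry-MO library alone was 9 in place of 32. MiRNAs known from mammals only, listed before the data were examined, were 12.0-fold higher (10.8 to 13.3) in the Fry-MO library, and 7.32-fold (6.26 to 8.60) without mir-486, which held most of their reads there. MiR-486-5p, matched to a mouse sequence, had ratios of 16.3 (14.1 to 18.9) with Fry-MO and 0.983 (0.795 to 1.21) with Lhx1-AS. A name does not give the organism a read came from. Whether mammalian reads add to the blood, endothelium or sensory miRNAs called higher here stays open.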

Our deep sequencing experiment identified a large group of miRNAs up-regulated exclusively in the absence of Fry suggesting that this protein also regulates miRNA expression independent of Lhx1. Therefore, we speculate that distinct Fry-complexes may control expression of miRNAs in axial mesoderm, PM, and LPM in the absence of Lhx1 to assist in the expression of cell fate determinants. Such regulation would allow for proper establishment of tissue boundaries in the trunk mesoderm and provide a mechanism for how miRNA expression is controlled in different tissues. An interesting finding within the “Fry regulated” group of miRNAs is miR-30a, which has been shown to bind the 3′UTR of *lhx1* and regulate *lhx1* transcript stability^43^. This result suggests the existence of an additional regulatory step of Ldb1-Lhx1 activity, by positively reinforcing Lhx1 expression through its binding partner Fry.

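MiR-30a-5p was 18.9-fold higher (15.1 to 23.9) in the Fry-MO library than in the uninjected library, with 1457 raw reads against 81. In the Lhx1-AS library it had 107 reads and a ratio of 1.57 (1.17 to 2.13), which is above the 1.5-fold set here for a miRNA higher with Fry-MO alone and falls under it with TMM or median of ratios, while it stays past it when scaled to the mappable reads and is at least 2-fold higher when scaled to the listed reads. The other members of the family with enough reads were higher with Fry-MO too, and mir-30c-1-p3 had 2, 2 and 0 reads. MiR-30e was 14.6-fold (10.6 to 20.6), miR-30d 6.01-fold (5.04 to 7.21), miR-30b 3.17-fold (2.59 to 3.89), miR-30c 2.63-fold (2.08 to 3.36) and miR-30a-3p 4.62-fold (1.71 to 15.6) higher. With Lhx1-AS they did not move together, from 0.544 (0.393 to 0.746) for miR-30b to 2.02 (1.35 to 3.07) for miR-30e, with 1.22 (0.968 to 1.54) for miR-30d and 0.779 (0.560 to 1.08) for miR-30c. With scaling to the listed reads the Lhx1-AS ratio of miR-30b lies above 1, and those of miR-30c, at 1.56, and miR-30d, at 2.45, lie above 1.5. The family's median log2 ratio was 2.30 with Fry-MO, at percentile 37.32 of matched random lists, and 0.29 with Lhx1-AS, at percentile 50.64. The Fry-MO library also held more of the miRNAs known from mammals only whether or not mir-486 was left out.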

We found that miR-199a/214 and miR-23b/27b/24a clusters regulate early kidney development, and the phenotypes produced by their over-expression resemble animals depleted for *lhx1* and *fry*. Previous data suggest specification of the pronephric field was miRNA independent, with miRNAs thought to be primarily associated with differentiation and kidney homeostasis^43,44^. We show here that repression of miRNAs in the kidney field is required for specification. Thus, we postulate that, in the IM, Fry coordinates activity with Lhx1 to drive kidney development through miRNA regulation.

Further studies investigating individual miRNA contributions from the identified clusters are needed to determine the “miRNA code” regulating the induction of IM to kidney tissue. While there are many potential targets for each miRNA (miRBase), *bona fide* targets of kidney-expressed genes have not been validated. In vertebrates, the miR-199/214 cluster is located within an intron of the dynamin3 gene and transcribed as a single pri-miR199/214 suggesting common transcriptional regulation of both miRs^66^. This evolutionary conserved cluster has been documented to modulate cell fate and antagonize cellular proliferation during early development^67,68^. Similarly, the miR-23b/27b/24a cluster has been implicated in the regulation of cell proliferation during development and disease^69^. Repression of the miR-23b/27b/24a cluster in the liver promotes bile duct specification^70^. Recently, miR-27 was shown to regulate *Hox* genes expression in order for correct spinal cord boundary formation to occur^38^. Therefore, repression of the miRNAs studied here may promote proliferation/specification of kidney cells by allowing expression of their predicted targets, such as *osr1*, *rara, aldh1a2, ret, pax8*, *hnf1a, and sal1/sal2*. Clearance of these and other miRNAs in this region could provide timing cues for the pronephric kidney field to form. While we point to various possible aspects that remain to be addressed, we have shown here that miRNAs function during specification of the kidney field from the IM earlier than previously anticipated. And lastly, we show that spatial and temporal clearance of a subset of these miRNAs by Lhx1 and Fry are required for proper kidney patterning.

## Methods

See Supplementary Methods for more details.

### Ethics Statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the NIH. The protocol (14124978) was approved by the institutional Animal Care and Use Committee of the University of Pittsburgh (Animal Welfare Assurance Number: A3187-01).

### Transfection of Xenopus cell line and Tandem Affinity Purification

A6 cells, derived from *Xenopus* kidney epithelium (ATCC: CCL-102) were maintained in XTC media. Cells were transfected with the plasmids pCS2 + TAP-LL-CA (constructs details can be found in Supplementary Methods) using Lipofectamine 2000 following manufacturer’s instructions (Life Technologies). Transfected cells were cultured for 24 h, washed with PBS, stripped by adding cold PBS + 0.5 mM EDTA, centrifuged, pelleted and frozen at −80 °C. TAP was performed following manufacturer’s instructions (InterPlay Mammalian TAP System, Agilent Technologies). The protocol followed for nanoLC/MS/MS can be found in Supplementary Methods.

### Immunoprecipitation and Western-blot analysis

For immunoprecipitation assay pCS2 + MT-LL-CA and pCS2 + MT were constructed by adding a myc tag (MT) into the *Pst*I site of pCS2+-LL-CA and pCS2+. For FRYL immunoprecipitation (Supplementary Fig S1), HEK-293T cells were transfected with plasmids and nuclear extracts were prepared. Briefly, cells were trypsinized and washed twice with cold PBS. Cell pellets were incubated 15 min on ice in 400 ul of buffer hypotonic (buffer A: 10 mM HEPES, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT and protease inhibitor cocktail) (Halt, Pierce). Cells were lysed with 35 ul of 10% NP-40. After brief vortexing and centrifugation at 4 °C, pellets were resuspended in 200 ul of buffer hypertonic buffer (buffer B: 20 mM HEPES, pH 7.9, 420 mM NaCl, 25% glycerol, 1.5 mM MgCl_2_, 0.5 mM DTT and protease inhibitor cocktail) and gently agitated for 45 min at 4 °C. Following centrifugation, the supernatant containing the nuclear fraction was diluted in 600 ul of dilution buffer (20 mM HEPES, pH 7.9, 1.5 mM MgCl_2_, 0.2 mM EDTA, 1.5% NP-40, 0.5 mM DTT and protease inhibitor cocktail). After a brief centrifugation, the supernatant containing the nuclear fraction was assayed for immunoprecipitation. Lysates were incubated o/n at 4 °C with 9E10 Myc antibody (Covance Research Products Inc) and 1 h with A/G-Sepharose beads for 2 h at 4**°**C. Immunocomplexes were washed five times with 20 mM HEPES, pH 7.9, 1.5 mM MgCl_2_, 150 mM NaCl, 0.5% NP-40, 0.5 mM DTT, 0.2 mM EDTA and protease inhibitor cocktail, resuspended in Laemmli sample buffer and run on 8% SDS-PAGE gels. Membranes were blotted with the primary antibodies 9E10 Myc and anti-FRYL (Abcam RRID:AB_10013622) and secondary antibodies from GE Healthcare RRID:AB_772210 and RRID:AB_772206, respectively. Blots in Supplementary Fig S1 were revealed by ECL Western Blotting Substrate (Fisher Scientific, USA).

For paraformaldehyde crosslinked co-immunoprecipitation of FD + LZ and LL-CA in Fig. 1c, HEK-293T cells were co-transfected with pCS2 + 763-HA-FD + LZ and pCS2 + MT-LL-CA using Lipofectamine 2000 (Invitrogen) according to the manufactures directions. Untransfected HEK-293T cells were used to control for non-specific protein binding, and lysis buffer was used in control experiments for antibody-linked magnetic beads. Crosslinking was performed according to^71^ using 2% paraformaldehyde. Co-IP was performed using HA-tagged (Pierce Anit-HA Magnetic Beads # 88836) or Myc-tagged magnetic beads (Pierce Anti-HA Magnetic Beads # 8842) according to the manufactures directions. Mouse-anti-HA-tag 1:1000 dilution (Thermo Fisher RRID:AB_10978021) or Mouse-anti-Myc-tag 1:1000 dilution (Thermo Fisher RRID:AB_2533008) were used for Western-blot analysis. Infrared dye-conjugated secondary antibodies RRID:AB_2651128, RRID:AB_2721181, RRID:AB_2687825 and RRID:AB_2651127 (Li-COR, Lincoln, Nebraska) were used according to the manufacturer’s specifications. Images were captured using the Odyssey CLX system with a resolution of 169um and auto intensities for each channel.

### Xenopus embryos manipulation and microinjection

*Xenopus laevis* embryos were obtained by artificial fertilization, maintained in 0.2X MMR and staged as previously described^72^. TAP-LL-CA mRNA was transcribed *in vitro* and injected in both ventral blastomeres of 4-cell embryos. For *Fry*-depletion studies, 8-cell embryos were injected into one of the V2 blastomeres (1x V2) with 5–20 ng of *Fry-MO* (Gene Tools, LLC). *Fry-MO* sequence and specificity have been previously published^35^. A standard *Random-control* morpholino was injected as a negative control (Gene Tools, LLC). For rescue experiments, 20 ng of *Fry-MO* were co-injected with HA.FD + LZ mRNA (200 pg or 400 pg) into 8-cell embryos 1x V2 (for details on the construct see Supplementary Methods). For mRNA synthesis the construct was linearized with *Not*I and transcribed with T7 (mMESSAGE mMACHINE Ambion). For synergism experiments, 2.5 ng of *Fry-MO* and/or 50 pg of *Lhx1-AS* were injected into 8-cell embryos (1x V2). *Lhx1-AS* synthesis, sequence and specificity have been previously described^13,73^. Morpholinos and/or *lhx1-AS* were co-injected with rhodamine dextran as a lineage tracer. For miRNA sequencing and axis development experiments, 4-cell embryos were injected into both dorsal blastomeres with 20 ng of *Fry-MO* or 400 pg of *Lhx1-AS*. For synthetic miRNA injections followed by *in situ* hybridization, 8-cell embryos were injected (1x V2) with a total of 50 fmol of miRCURY LNA microRNA Mimics (Exiqon). The following mimics were used and were selected for having the same mature miRNA sequence as the ortholog *Xenopus laevis* miRNA: hsa-miR-199a-5p, rno-miR-214-3p, hsa-miR-23b-3p, hsa-miR-27b-3p, and mimic negative control 4.

### *In situ* hybridization and immunostaining

Whole-mount *in situ* hybridization was carried out as previously described^74^. The *lhx1* construct was linearized with *Xho*I. *Fry* construct (Dharmacon) (nt 7974–8665 NM_001110757.1) was linearized with *Sma*I. *Fryl* construct (Quintara Biosciences) (nt 9694–10093 XM_018229770.1) was linearized with *Sac*I. The *pax8* (gift from Tom Carroll), *myoD* and *β1-NaK-ATPase* (gift from Oliver Wessely) constructs were linearized as previously described^11^. The *wt1* construct was linearized with *Sac*I. The *aldh1a2* construct (Dharmacon, DY558471) was linearized with *EcoR*I. All linearized constructs were transcribed with T7 for antisense probe synthesis. For whole-mount immunostaining with 3G8.2C11 (EXRC) and vibratome sections, we followed the protocols previously described^11^. Following *in situ* hybridization for *fryl* embryos were fixed in Bouin’s, dehydrated, embedded into paraffin blocks and sectioned at 15 μm.

### Real-time qPCR analysis

After injection of 8-cell embryos 2x V2 with antisense oligos (50 pg *Lhx1-AS* and/or 2.5 ng *Fry-MO*), embryos were collected at S15 for RNA analysis. The RNA of five embryos was combined and RNA was isolated using the miRVana microRNA Isolation Kit (Ambion). For quantification of mature miRNA expression, miR-199a-3p (hsa-miR-199a), miR-214 (hsa-miR-214), miR-23b (hsa-miR-23b), miR-27b (hsa-miR-27b), miR-24a-3p (hsa-miR-24) and U6 snRNA were reverse transcribed with respective RT primers using TaqMan® MicroRNA Reverse Transcription Kit (Applied Biosystems) on a standard thermocycler. Assays for all small RNAs were conducted utilizing respective TaqMan MicroRNA Assays amplified and analyzed on a iQ5 Multi-Color Real-Time PCR with iQ5 Optical System Software version 2.1 (Bio-Rad).

### MicroRNA sequencing and analysis

Embryos processed for miRNA sequencing were injected as described above and incubated until stage 10.5. Injected embryos with red fluorescence in the dorsal half were selected for RNA extraction. A total of 30 dorsal half embryos at S10.5 were pooled from 3 independent experiments for each sample (*Fry-MO*, *Lhx1-AS* and Uninjected). RNA was isolated using an RNeasy Micro Kit (Qiagen). MiRNA discovery described above as deep sequencing service was performed by LC Sciences (Houston, TX, USA) using the Illumina high-throughput sequencing technology. A small RNA library was generated from the RNA sample using the Illumina Truseq™ Small RNA Preparation kit to capture small RNA with 3′ OH and 5′P modifications. The purified cDNA library was used for cluster generation on Illumina’s Cluster Station and then sequenced on Illumina GAIIx following vendor’s instruction. Raw sequencing reads (40 nts) were obtained using Illumina’s Sequencing Control Studio software version 2.8 (SCS v2.8) following real-time sequencing image analysis and base-calling by Illumina’s Real-Time Analysis version 1.8.70 (RTA v1.8.70). A proprietary pipeline script, ACGT101-miR v4.2 (LC Sciences), was used for sequencing data analysis. Then, the “impurity” sequences due to sample preparation, sequencing chemistry and processes, and the optical digital resolution of the sequencer detector were removed and the analysis continued with sequenced sequences with lengths between 15 and 32 bases after 3ADT (3′ adapter) cut. The reads were then mapped against pre-miRNA (mir) and mature miRNA (miR) sequences listed in the latest release of miRBase, or *Xenopus laevis* and Chordata genome and grouped. 

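The uninjected library gave 5802603 raw reads, the Lhx1-AS library 4805539 and the Fry-MO library 4493357, which sums to 15.1M. The 3′ adapter was found in 5563271, 4551215 and 4190930 of them. Inserts shorter than 15 bases made up 2386345, 2092433 and 2057272 reads. After adapter cutting 3176926, 2458782 and 2133658 reads were left, and 3157393, 2451390 and 2125966 were mappable. Mappable reads were thus 54.4% of the raw reads in the uninjected library, 51.0% in the Lhx1-AS library and 47.3% in the Fry-MO library, a mean of 50.9% ± 3.55 (SD, n = 3 libraries of different conditions). The reads assigned to listed miRNAs were 4.24%, 2.29% and 5.08% of the mappable reads.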

A total of ~24M raw reads with an average of 50.4% mappable reads per sample (standard deviation 3.05) were generated. A total of 1,987 unique miRNAs (known and predicted) were discovered across all samples. Sequencing results with raw and normalized number of reads for each sample have been deposited to GEO (GEO GSE100434).

### Statistical Analysis

All numbers stated in graphs are the composite of multiple experiments, with a minimum of three independent experimental replicates for all animal studies. Statistical analysis for Figs 4–6 and 9 and Supplementary Fig. S5 was performed using Fisher’s exact test, two-tailed. Statistical significance of real time qPCR was tested using a one-tailed paired t-test. For all statistical analyses we used GraphPad Prism version 5.00 (GraphPad Software, www.graphpad.com).

## Electronic supplementary material

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

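MicroRNAs were measured in dorsal pieces of *Xenopus laevis* gastrulae at stage 10.5, with 1 library from uninjected embryos, 1 from embryos injected with 400 pg of Lhx1-AS and 1 from embryos injected with 20 ng of Fry-MO. Each library pooled 30 dorsal pieces from 3 experiments. The authors sequenced reads of 40 bases (control software SCS 2.8 and base caller RTA 1.8.70), cut the 3′ adapter, kept lengths of 15 to 32 bases and mapped them with ACGT101-miR 4.2 to miRBase and to *X. laevis* and chordate genomes. The miRBase release and the genome builds are not given in the sources used here. The authors deposited raw reads per miRNA sequence in the form of expected counts, in which a read that fits several listed miRNAs is divided among them (488 sequences have a value that is not whole). They also deposited a normalized signal, which is the raw value divided by a library size parameter of 0.921 for the uninjected, 0.773 for the Lhx1-AS and 0.877 for the Fry-MO library, with 0 written as 0.001. How the parameter was derived is not given in the sources used here. The authors' deposited summary of reads per step gives numbers of reads per library.

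The table holds 1985 sequences analysed here out of an index that runs to 1987, and 2 lines were not analysed here. Of the 1985, 229 are at 0 in all 3 libraries. Species were taken from the prefix of each name. Sequences named after *X. laevis* or *X. tropicalis* were used for all calls. A name gives the species whose listed sequence was matched and not the organism the read came from.

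Ratios to the uninjected library were taken from the normalized counts, with a Clopper-Pearson interval at a level of 95% from the raw reads. It is exact only where these are whole. A miRNA was compared if it had at least 10 raw reads in at least 1 of the 2 libraries, and was called at a ratio of at least 2 or at most 0.5. A count of 0 was set to 3 reads, worth 3.26 normalized counts in the uninjected, 3.88 in the Lhx1-AS and 3.42 in the Fry-MO library, and no fold was given where both libraries had at most 3 reads. With 1 library per condition no p-value and no spread between replicates can be given, and the intervals cover counting error only. A miRNA was counted as higher with Fry-MO only if it was at least 2-fold higher there and less than 1.5-fold higher with Lhx1-AS.

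MiRNA lists were fixed before the data were examined: the 9 selected clusters, early embryo miRNAs, the mir-17-92 type clusters, the mir-15/16, mir-30 and let-7 families, the group of miR-10, miR-99, miR-100 and miR-125, miRNAs of muscle, of neural and sensory tissue, of blood and endothelium, of fibroblast and smooth muscle and of gut, liver, kidney and skin epithelium, and miRNAs known from mammals only. A list of rodent X-linked miRNAs, and the mammalian list without mir-486, were added after the data were seen. The median log2 ratio of a list, with a pseudocount of 1 normalized count, was ranked among 10000 random lists of the same number of *Xenopus* miRNAs. Each member was replaced by a miRNA from a window of 10 ranks of abundance to either side, moved inward at the ends of the ranking. This describes these libraries only, and the ranks of the 9 selected clusters are not reported, as these were selected on the same libraries. The miRNAs named are all those of Fig. 7b, all mir-30 members, the 8 with the largest and the 8 with the smallest ratio in each comparison among those with at least 50 raw reads over the 2 libraries, the 5 most read, and up to 3 most read members of each list, 62 sequences in all. The values in Fig. 7b had been seen when this rule was written. MiR-428, miR-126-3p and miR-138 fall outside the rule and were named after their values were seen, as were the sequences paired with a mammal-named counterpart.

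The overlap of the calls of both depleted libraries was set beside 1000 simulated pairs of unchanged libraries that share a simulated uninjected library, all drawn from the mean of the 3 libraries. The calculation was tested on simulated libraries of 992 sequences with 200 changed. The intervals held the true ratio for 98.5% of the sequences. The simulated reads were whole numbers, so this check does not cover reads divided among sequences. Of sequences changed 4-fold with enough reads to be compared, 97.7% were called in the Lhx1-AS simulation and 98.2% in the Fry-MO simulation, against 36.9% and 34.3% of all sequences changed 4-fold, most of which had too few reads, and of unchanged sequences with enough reads 7.34% and 6.87% were called. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3. EdgeR 4.0.16 (TMM) and DESeq2 1.42.0 (median of ratios) gave scaling factors on rounded raw reads only, and no test was run with them. The alternatives were these scalings, scaling to the listed or to the mappable reads, no filter or at least 50 reads, a fold of 1.5 or 4, an interval that excludes 1, all species, sequences of the same miRNA summed, and pseudocounts of 0.5 and 10. Added after the data were seen were *X. laevis* names only, the groups of the authors' table, and list medians scaled to the listed or mappable reads.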

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

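The tests on mammalian reads and on sequence pairs were chosen after the result was seen, and those on normalization before.

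MiRNAs known from mammals only, which the paper does not discuss, were above the uninjected level by 2.20-fold in the Lhx1-AS library and by 12.0-fold in the Fry-MO library, from 383.4 raw reads in the uninjected library. Some of them, such as mir-486, may exist in other vertebrates, and without mir-486 the ratio was 3.56 (3.00 to 4.24) with Lhx1-AS and 7.32 (6.26 to 8.60) with Fry-MO. The lower bound with Fry-MO, with mir-486, was 10.8. MiRNAs of a rodent X-linked cluster, known mainly from testis, were 180.3-fold higher in the Lhx1-AS library, with 12 raw reads in the uninjected, 1818 in the Lhx1-AS and 21 in the Fry-MO library.

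In the Fry-MO library 64 *Xenopus* miRNAs were at least 2-fold higher, and 62 were with TMM or median of ratios. This argues against the authors' normalization as the cause only as far as those scalings reach. They were computed over sequences of all species and moved every log2 ratio by -0.32, against a median of 2.02 over the 93 *Xenopus* miRNAs compared. A scaling on the *Xenopus* sequences alone was not tried. Reads of mammalian small RNA stay open as a cause of these calls. Sequences matched to miRNAs known from mammals only were present with Fry-MO, at 4380 raw reads against 383.4 in the uninjected library. Without mir-486 they had 1262.7 against 181.1. That list was higher by its lower bound of 10.8, a sum known before that test was written. A name does not give the organism a read came from. The list holds no frog-named miRNA, so it does not decide whether such reads raised the frog-named ones. In 4 pairs of a frog-named and a mammal-named sequence that differ by at least 1 base, the mammal-named one had the higher Fry-MO ratio in 3. In a second set of 4 pairs, made by a rule written after the first came out undecided, it was higher in 4. The second set holds 2 pairs of the first, miR-125a and miR-15b, and its mammal-named miR-200b has 0 reads in the uninjected library. Loss of Fry stays open too, as 2 of the 4 frog sequences were at least 2-fold higher under either pair rule. Under the first rule these were miR-26 and miR-99, each paired with a mammal-named paralog, miR-26b and miR-99b. A paralog is not the counterpart of the frog sequence, so these 2 pairs cannot tell the explanations apart. Under the second rule the interval of miR-200b, 0.740 to 8.48, held 1 and only that of miR-192, 1.44 to 13.7, lay above it. In the first set miR-15b was at 0.420 for the frog sequence against 30.9 (12.9 to 96.5) for the mammal-named one, and miR-125a at 0.460 against 21.7 (14.6 to 33.5). MiR-99 was at 5.26 against 16.5 (14.2 to 19.1) and miR-26 at 13.3 against 13.0 (7.53 to 24.2). The pairs are too few to say how much either explanation gives.

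All 22 cluster members were above the uninjected library with Lhx1-AS. With TMM and with median of ratios 20 of the 22 stayed above the uninjected library. This argues against the authors' normalization as the whole cause only as far as those scalings reach. They moved every Lhx1-AS log2 ratio by -0.15 and -0.09, so only members with a ratio near 1 could cross. Both were computed over sequences of all species. The counting interval with Lhx1-AS lay above 1 for 12 of the 22. Reads of mammalian small RNA stay open as a cause: the rodent X-linked miRNAs were higher by a lower bound of 103. With 1818 reads against 12 in the uninjected library, sequences matched to rodent miRNAs were present with Lhx1-AS, though a name does not give the organism a read came from. That list was made after its values were seen and holds no cluster member, so it does not decide whether such reads raised the cluster members. In the pairs above, few of them cluster members, the mammal-named sequence had the higher Lhx1-AS ratio in 4 of 4 under the first rule and in 2 of 4 under the second. Under the second rule mammal-named miR-200b had 0 reads in both libraries, so that pair could not come out higher. Under the first, miR-26 was nearly tied, at 1.41 against 1.45 (0.671 to 3.17). In these libraries loss of Lhx1 was not tested apart from reads of mammalian small RNA and stays open. The paper also measured miRNAs of the mir-199a/mir-214 and mir-23b/mir-27b/mir-24a clusters by qPCR in other embryos. It reports miR-214 higher with Lhx1-AS, miR-23b with Fry-MO, and miR-199a, miR-27b and miR-24a after injection of both. Those embryos were older, got lower doses and were injected in other cells, so the values cannot be set side by side.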

How the results depend on the processing

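The counts for *X. laevis* names only and the list medians scaled to the listed or mappable reads were chosen after the data were seen. No paired analysis was possible because there is 1 library per condition, which also rules out leaving out a replicate. Relative to the authors' normalization, scaling to the listed reads moved every log2 ratio by 1.01 with Lhx1-AS and 0.24 with Fry-MO, scaling to the mappable reads by 0.11 and 0.50, TMM by -0.15 and -0.32, and median of ratios by -0.09 and -0.32. Of 540 ratios of named miRNAs under an alternative, 422 stayed within the counting interval, 110 left it and 8, whose counting interval had excluded 1, changed sides of 1. A further 16 with an interval that held 1 also lay on the other side of 1. Of 296 list medians, 241 moved by less than 0.5, 42 by more and 13 changed sign. Low read numbers limit the rest, and the causes of the differences below were not tested.

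Scaled to the listed reads, 50 miRNAs were higher and 0 lower with Lhx1-AS (26 and 5 as reported), 37 higher in both (20), 9 with Fry-MO only (32), and the median log2 ratio with Lhx1-AS was 1.30 (0.33). Scaled to the mappable reads 3 were lower with Lhx1-AS and 3 with Fry-MO (9). With TMM 10 and with median of ratios 9 were lower with Lhx1-AS, where higher calls were 70.6% and 72.7% of all calls. Without a filter 12 were lower with Lhx1-AS. With at least 50 reads 12 were higher with Lhx1-AS and 11 in both, as fewer miRNAs are compared. At a fold of 1.5, 14 were lower with Lhx1-AS, and at a fold of 4, 11 were higher and 0 lower with Lhx1-AS, 1 lower with Fry-MO and 8 higher in both. Over all species 97 were higher and 47 lower with Lhx1-AS, 179 and 74 with Fry-MO, 53 higher in both and 75 with Fry-MO only. With *X. laevis* names only 2 were higher and 3 lower with Lhx1-AS, 2 and 3 with Fry-MO, 1 higher in both and 1 with Fry-MO only. At least 10 reads left 430 sequences, 108 *Xenopus* and 92 *X. tropicalis*. List medians that changed sign were, without a filter, 0.11 for the mir-17-92 type clusters with Fry-MO and, with Lhx1-AS, 0.46 for let-7 and 0.045 for blood and endothelium. Over all species they were 0.19 for mir-17-92 with Fry-MO, 0.0099 and 2.91 for mir-15/16 with Lhx1-AS and Fry-MO, and 0.46 for let-7 and 0.045 for blood with Lhx1-AS. Scaled to the listed reads they were 0.43 for mir-15/16, 0.84 for let-7 and 0.91 for blood with Lhx1-AS, and when scaled to the mappable reads 0.24 for mir-17-92 with Fry-MO and 0.070 for blood with Lhx1-AS. Among ratios whose interval had excluded 1, those with Lhx1-AS that changed sides did so when scaled to the listed reads, at 1.09 for miR-30b, 1.02 for miR-363-3p, 1.05 for miR-148a, 1.06 for miR-15b, 1.15 for miR-125a, 1.35 for miR-16b and 1.19 for miR-22-3p, and with Fry-MO mir-92a-1-p5 reached 1.02 when scaled to the mappable reads. Those whose interval held 1 were, with Lhx1-AS, miR-214 and miR-183 (TMM and median of ratios), miR-142 (TMM), miR-181a-5p and miR-10b (listed and mappable reads) and miR-30c, miR-126-5p, miR-15c, let-7f, miR-128 and miR-451 (listed reads), and with Fry-MO miR-128 (mappable reads).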

Differences from the paper's values

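The comparison with the groups of the authors' table was chosen after the values were seen, and the comparison at 10 reads before. The paper's number of *Xenopus* miRNAs is 257, against 166 with at least 1 read here, and the paper's number for *X. tropicalis* is 229, against 142. The alternative set before the data were examined, at least 10 reads over all libraries, differs further, with 108 and 92. The table lists 175 *Xenopus* names, 150 of them of *X. tropicalis*, whatever their reads. With 2 groups of the table that it does not define in place of names, chosen after seeing the values, 216 and 190 have at least 1 read, which lies within 1.5 times the paper's numbers. The paper states no minimum number of reads for these counts. The paper's total of raw reads is about 24M, against 15.1M summed over the 3 libraries, and no alternative was set for that value. The paper places miR-30a among the miRNAs higher after loss of Fry and not of Lhx1. Here miR-30a-5p had a ratio of 1.57 with Lhx1-AS, with an interval of 1.17 to 2.13, past the 1.5-fold limit used here, for which the paper states no value. It falls under that limit with TMM, at 1.42, and with median of ratios, at 1.48, which were set before the data were examined, and stays past it when scaled to the mappable reads, at 1.70, or to the listed reads, at 3.16. Of the rest of the family miR-30e, at 2.02 (1.35 to 3.07) with Lhx1-AS, was past the limit. MiR-30b, miR-30c and miR-30d were under it and higher with Fry-MO, the latter 2 only until scaled to the listed reads. So was miR-30a-3p, which reaches 2.39 when scaled to the listed reads, and which with 5 reads in each of the 2 libraries was too little read to be compared with Lhx1-AS.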

Other observations

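The test of miR-428 was chosen after the result was seen, and that of the scalings before.

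Several further groups were measured. The mir-17-92 type clusters, tied to proliferation, had a median log2 ratio of 0.51 with Lhx1-AS (percentile 74.83) and of -0.25 with Fry-MO (percentile 1.34), the latter above 0 without a filter, over all species and when scaled to the mappable reads, and 4 of 11 members were higher with Lhx1-AS and 3 higher and 1 lower with Fry-MO. The mir-15/16 family had 1 higher and 3 lower of 7 with Fry-MO, with a median of -0.86 (percentile 0.34) that turns to 2.91 over all species, where its summed reads were 6.61-fold higher (6.06 to 7.23). Early embryo miRNAs had a median of -1.49 with Fry-MO (percentile 0.01), or -0.98 when scaled to the mappable reads. The group of miR-10, miR-99, miR-100 and miR-125 had medians of 0.45 (percentile 63.32) and 2.22 (percentile 32.74), with miR-100 at ratios of 1.64 and 4.30. Its Lhx1-AS median becomes 1.01 over all species and 1.45 when scaled to the listed reads. Epithelial miRNAs had medians of 0.73 (percentile 53.23), from 2 miRNAs, 1 of them a selected cluster member, and 1.07 (percentile 45.93). With Lhx1-AS theirs becomes 0.18 without a filter and 1.71 when scaled to the listed reads. With Fry-MO it becomes 3.06 over all species and 0.55 with a pseudocount of 10. Fibroblast and smooth muscle miRNAs had a median of 0.91 with Lhx1-AS (percentile 80.64) and neural and sensory ones of 0.24 (percentile 25.32). With Lhx1-AS the let-7 family had a median of -0.13 (percentile 7.72) and blood and endothelium of -0.04 (percentile 16.21), both above 0 when scaled to the listed reads, without a filter and over all species. No muscle miRNA had enough reads to be compared, with 3, 3 and 10 raw reads over all species in the uninjected, Lhx1-AS and Fry-MO libraries. The most read sequence of the table, a predicted one, had ratios of 0.255 and 0.279.

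For the selected clusters the median log2 ratios with Lhx1-AS and Fry-MO were 1.47 and 3.69 for mir-191/mir-425, 2.25 and 2.55 for mir-99/let-7c, 1.74 and 3.93 for mir-143/mir-145 and 0.15 and 4.56 for mir-183/mir-96/mir-182. For the mir-200 cluster they were 0.33 and 1.83, from at most 2 compared sequences. For the list of mir-23a and mir-27c they were 2.21 and 3.77. The 2.21 is miR-23a of *X. laevis* name alone (23 and 92 reads), which is not a listed cluster member, and 1 of the 2 sequences compared with Fry-MO is one. For mir-212/mir-132 the median with Lhx1-AS was 3.45, from miR-212-5p alone (2 and 26 reads). It becomes 2.20 without a filter, 1.84 with a pseudocount of 10 and 0.94 over all species.

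MiR-427 was lower in both depleted libraries with the authors' normalization. A general loss of early embryo miRNAs stays open: miR-428 of the same seed family was 3.34-fold higher with Lhx1-AS, with a lower bound of 2.19 for counting error, while its Fry-MO ratio of 0.914 had an interval up to 1.58, but it was picked after its values were seen and only 2 early embryo miRNAs outside the mir-427 locus had enough reads. The normalization cannot be told apart from a lower level with Lhx1-AS, where the miR-427 ratio reaches 0.961 when scaled to the listed reads. MiR-427 itself held 38438 of the 133894 listed reads in the uninjected library. A fall of miR-427 thus lowers that total and draws its own ratio toward 1. With Lhx1-AS the ratio was 0.518 when scaled to the mappable reads, 0.432 with TMM and 0.451 with median of ratios. With Fry-MO the highest ratio under the 4 other scalings was 0.505. An effect of the depletions on miR-427 was not tested apart from the normalization or from the injection itself, and stays open.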
